# Long Non-Coding RNA *GDAR* Regulates Ovine Granulosa Cells Apoptosis by Affecting the Expression of Apoptosis-Related Genes

**DOI:** 10.3390/ijms23095183

**Published:** 2022-05-06

**Authors:** Yong Wang, Yunxia Guo, Chunhui Duan, Ruochen Yang, Lechao Zhang, Yueqin Liu, Yingjie Zhang

**Keywords:** granulosa cell, glucose, apoptosis, long non-coding RNA

## Abstract

Short-term dietary supplementation of ewes during the luteal phase can increase fertility, most probably by stimulating glucose uptake by the follicles. However, the molecular mechanism of glucose regulation of follicular development has not yet been clarified, especially the further study of long non-coding RNA (lncRNA) in determining fertility during follicular development. We generated granulosa cell (GC) models of different doses of glucose (0, 2.1, 4.2, 8.4, 16.8 and 33.6 mM), and observed that the highest cell viability was recorded in the 8.4 mM group and the highest apoptosis rates were recorded in the 33.6 mM group. Therefore, a control group (*n* = 3, 0 mM glucose), a low glucose group (*n* = 3, add 8.4 mM glucose), and a high glucose group (*n* = 3, add 33.6 mM glucose) of GCs were created for next whole genomic RNA sequencing. In total, 18,172 novel lncRNAs and 510 annotated lncRNAs were identified in the GCs samples. Gene Ontology indicated that differentially expressed lncRNAs associated with cell apoptosis were highly enriched. Kyoto Encyclopedia of Genes and Genomes enrichment analysis of lncRNA target genes found that the apoptosis pathway and the p53 signaling pathway were both enriched. Furthermore, we focused on the function of a lnc*GDAR* and verified that lncG*DAR* could influence cell apoptosis in GC development through affecting the mRNA and protein expression of apoptosis-related markers. These results provide the basis for further study of the lncRNA regulation mechanism in nutrition on female fertility.

## 1. Introduction

High reproductive efficiency (i.e., litter size) is the core of the sheep breeding industry. Most sheep species exhibit seasonal estrus and produce only one lamb per pregnancy. Thus, appropriate nutritional supplementation is a necessary measure to improve the reproduction of ewes. Nutritional factors have a stimulating effect on the selection of dominant follicles and follicle growth during follicle development, which have important impacts on improving lambing rate and multiple birth performance in sheep [1,2]. Granulosa cells (GCs) play an essential role in the recruitment, selection, ovulation, and atresia of follicles [3]. During normal follicle development, a mature antral follicle grows from a primordial follicle with a single oocyte surrounded by GCs. Normal proliferation and steroidogenesis of GCs are crucial for oocyte growth, maturation and fertilization, and subsequent embryonic development [4]. Therefore, elucidation of GC function is important for understanding follicular development, increasing the ovulation rate, and female fertility [5]. This will provide a scientific basis for the efficient reproductive utilization of ewes. Many studies have confirmed that short-term nutritional supplementation resulted in increased glucose concentrations in the follicular fluid microenvironment [6,7]. Our previous study showed that short-term nutritional supplementation can increase the ovulation rate by stimulating glucose uptake by the follicles [8,9]. Some human diseases, such as early follicular atresia and ovulation dysfunction caused by polycystic ovary syndrome (PCOS), are also usually accompanied by a decrease in the capability of insulin-mediated glucose uptake of ovary tissues (GCs and endometrium) [10,11]. In in vitro studies, GCs are a common germ cell model and glucose is a key substrate for GC development [12]. Normal glucose metabolism in GCs is essential for oocyte development and maturation, as well as the protection of GC development [13,14]. Chronically high glucose levels have deleterious effects on the structure and function of the ovary, especially oocytes and granulosa cells during folliculogenesis [15]. Therefore, an in-depth study of the effects of different glucose concentrations on GC development is of great significance for understanding the interaction between reproduction and nutrition.

Among the various types of non-protein coding transcripts, a class referred to as long non-coding RNAs (lncRNAs) has attracted increasing attention. lncRNAs are defined as transcripts of more than 200 nucleotides that are not translated into proteins [16]. At the post-transcriptional level, lncRNA can serve as efficient microRNA (miRNA) sponges—termed competing endogenous RNAs (ceRNAs)—that interact with miRNA to regulate gene expression [17]. Accumulating evidence shows that lncRNAs are involved in many physiological processes, including cell proliferation and apoptosis [18,19], cell development [20], and cell differentiation [21]. In reproductive activities, lncRNAs play diverse roles in the regulation of follicular development, oocyte maturation, GC differentiation and reproductive diseases. Although candidate lncRNAs related to fecundity in sheep [22] and goat [23] ovaries have been investigated, the mechanisms underlying the influence of lncRNA with respect to fecundity in ewes remain elusive. 

The proliferation and differentiation of GCs are crucial to the maturation and ovulation of follicles, and the abnormal apoptosis and degeneration of GCs are the main causes of follicular atresia [24,25]. Only 1% of the follicles eventually mature and ovulate, and >99% undergo atresia and degeneration in mammals [26]. Although GC apoptosis is known to be regulated by lncRNA *CCNL* and lncRNA *PVT1* in PCOS patients with hyperinsulinemia [27,28], a limited number of lncRNAs have been reported to be involved in glucose-stimulated GC apoptosis and follicle development. 

In this study, we hypothesized that glucose-induced GCs apoptosis could be correlated with different lncRNA and mRNA expression profiles in ovarian GCs. Hence, we investigated the differentially expressed (DE) lncRNAs and mRNAs in different glucose doses of GC groups, high glucose (33.6 mM), low glucose (8.4 mM) and control glucose (0 mM), using RNA sequencing (RNA-seq). Additionally, we further characterized the novel lncRNA, which we named granulosa-cells-differentiation-associated RNA (*GDAR*). More importantly, knockdown and overexpression of *GDAR* significantly affected GC apoptosis and apoptosis-related protein expression. Our findings will help provide insights into the regulation of reproductive nutrition. Additionally, this study may also provide a basis for identifying new therapeutic strategies for reproductive diseases, such as PCOS, which leads to ovulation failure. 

## 2. Results 

### 2.1. Model of Glucose Treatment in GCs 

The cell apoptosis assay and cell counting kit-8 (CCK-8) assay were first applied to determine the cell viability in six glucose concentration groups (0 mM, 2.1 mM, 4.2 mM, 8.4 mM, 16.8 mM, and 33.6 mM). The lowest rate of apoptosis was observed in the 8.4 mM group at 16.85 ± 0.82 (Figure 1A,B) and the highest cell proliferation occurred with the 8.4 mM group (Figure 1C). Conversely, the apoptosis rate was significantly increased in the low (0 mM) and high (33.6 mM) concentration groups, 18.05 ± 0.73 and 19.04 ± 1.42, respectively (Figure 1A,B). The results of CCK-8 analysis showed that low and high concentrations of glucose significantly inhibited the proliferation of GCs (Figure 1C). The apoptosis-related mRNAs (*caspase-3*, *caspase-7*, and *bax*) were down-regulated (Figure 1D–F), and the anti-apoptosis-related mRNAs (*bcl-2* and *bcl-9*) were up-regulated in the 8.4 mM groups compared to other groups (Figure 1G,H). Furthermore, our results showed that apoptosis related-proteins (bax, caspase-3, caspase-7, cleaved caspase-3 and cleaved caspase-7) expression levels were decreased and antiapoptotic proteins (Bcl-2 and Bcl-9) expression levels were increased in 8.4 mM glucose groups compared with other groups (Figure 1I–P). Conversely, the low (0 mM) and high (33.6 mM) glucose treatments significantly upregulated the expression of apoptosis-related proteins and downregulated the expression of antiapoptotic-related proteins (Figure 1I–P). Together, these data suggest that glucose regulates GCs differentiation and that the proliferation rates were promoted in the 8.4 mM glucose group and inhibited in the low (0 mM) and high (33.6 mM) glucose groups. The 8.4 mM group represents the optimum concentration for glucose metabolism in media used for the culture of ovine GCs. Therefore, we chose three solutions of GCs for the next RNA-seq, respectively: control (glucose concentration = 0 mM), low group (glucose concentration = 8.4 mM), and high group (glucose concentration = 33.6 mM).

### 2.2. RNA Sequencing Identified the Features of lncRNA and mRNA in GCs

Three levels of glucose were added to the medium (Gibco, Carlsbad, CA, USA, Cat No. 11966025) in which GCs were cultured in vitro, GC samples were collected after 24 h of culture. 

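Granulosa cells (GCs), the somatic cells that surround the oocyte in the ovarian follicle, were compared by RNA-seq in 3 groups of 3 libraries each after 24 h of culture: CON with 0 mM glucose, LOW with 8.4 mM and HIGH with 33.6 mM. Reads aligned with Hisat2 and assembled with Stringtie by the authors gave FPKM, fragments per kilobase of transcript scaled to library depth, for 60784 transcripts of 39157 genes, together with a table of counts per transcript. The values of that table are not counted reads. For 100% of the 30523 to 35483 transcripts examined per library, the value lay within 3 percent of a simple product. This product is FPKM times the genomic span of the transcript, introns included, times 1 factor per library. By these factors, an FPKM of 1 stands for 57.7 to 71.3 fragments per kilobase of transcript in CON (median 68.9), 48.0 to 64.99 in LOW (median 51.5) and 50.2 to 60.0 in HIGH (median 52.6). Transcripts of Ensembl genes without a symbol followed another factor, 5.55 to 13.3 times smaller depending on the library, and their FPKM were first brought to the scale of the other transcripts. Differences were then tested with limma (linear models with a shared estimate of the spread) on log2(FPKM + 0.1) after scaling each library to a common median, with all 9 libraries in 1 model. Tested were 38384 transcripts and 23394 genes with FPKM of 0.1 or more in at least 3 libraries and a span of at least 300 bases, with Benjamini-Hochberg (BH) adjustment over all of them. An exact test of 3 against 3 libraries cannot give a p-value below 0.1, and that of 3 against the other 6 cannot go below 0.0119.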

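Sequencing depth was compared with the deposited expression values library by library. The number of fragments that the values imply was 0.846 to 1.07 times the clean read pairs of Table 1 (median 0.992 over 9 libraries), whereas the totals of the count table were 3.68 to 5.13 times the clean reads. The paper's GC percentages averaged 52.8 (SD 3.33) in CON, 53.6 (SD 0.988) in LOW and 55.0 (SD 1.22) in HIGH, n = 3 each. Small RNA genes, those named by an Rfam family or as microRNA, took 54.9% of FPKM in CON (SD 7.10), 59.0% in LOW (SD 3.11) and 43.5% in HIGH (SD 14.7), with a lowest library of 28.0% and a highest of 62.5%. As a share of the FPKM outside lncRNA they took 50.6, 60.0 and 61.6% in the CON libraries, 59.1, 64.9 and 59.4% in LOW and 48.9, 55.5 and 60.3% in HIGH. Much of the lower share in HIGH thus comes from lncRNA, which took 42.9, 18.3 and 5.31% of FPKM in its 3 libraries. Most of that lay in 1 locus, TCONS_00162495, which held 30.7, 12.9 and 3.28%, so a rise of lncRNA in general does not follow. Each library was scaled on its median because abundant transcripts take such large and variable shares.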

RNA sequencing (RNA-seq) data was analyzed from GC samples, in which 98,057,424-155,947,936 raw data and 96,829,522-154,249,698 clean data were obtained (Table 1). 

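Classes were read from the names of transcripts and genes in the deposited expression table. It holds 12620 lncRNA transcripts of 9741 genes: 9428 intergenic (74.7%), 1677 antisense (13.3%) and 1515 overlapping (12.0%). FPKM was above 0 in at least 1 library for 12601 of them, and the number detected per library was 8465 to 10514 in CON, 8921 to 9479 in LOW and 9175 to 9944 in HIGH. The remaining transcripts comprise 10480 transcripts of Ensembl genes without a symbol, 19046 assembled transcripts whose names give no lncRNA class and 2928 small RNAs. Some of these assembled transcripts belong to genes with a symbol, such as NUDT16 and TEAD4. The 15710 transcripts left over, Ensembl transcripts of genes with a symbol, are called mRNA here. Coding potential scores were not analysed here.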

Using this method, 18,172 novel lncRNAs were identified from an intersection of the analysis results of the Coding Potential Calculator (CPC), Coding-Non-Coding Index (CNCI), and Protein Families database (PFAM) (Figure 2A), which included 13,574 lncRNAs (74.7%), 2,417 antisense lncRNAs (13.3%), and 2,180 overlapping lncRNAs (12.0%) (Figure 2B). 

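Size was examined as the genomic span from the start to the end of each transcript, introns included. The median span was 6929.5 bases for the lncRNA transcripts (quartiles 2389 and 20922) and 20279.5 bases for the mRNA transcripts (quartiles 7287 and 54313). The span is a property of the annotation, the same in each library, so no p-value was computed. Spliced length, exon number and open reading frames were not analysed here.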

We compared the number of overlapping mRNAs in the low, high, and control groups and found that annotated and novel lncRNAs were smaller in size, had fewer exons, and fewer open reading frames than mRNAs (Figure 2C–E). There was no significant difference in transcript levels in GCs from the low, high, and control groups (Figure 2F–H). However, the transcript levels of mRNA were significantly higher than levels of lncRNAs in the GC samples (Figure 2I–K).

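The comparison of levels between glucose groups rests on the median of log10(FPKM + 1) in each library, over 52488 transcripts with FPKM above 0 in at least 1 library. FPKM was taken as deposited, so transcripts of Ensembl genes without a symbol kept their separate library factor. Group means of these medians were 0.118 in CON (SD 0.0349), 0.114 in LOW (SD 0.00661) and 0.136 in HIGH (SD 0.0146), n = 3 each, a range of 0.0218. In an exact two-sided permutation test over the 280 ways to form 3 groups of 3, the p-value was 0.493. Leaving out CON replicate 1 gave the lowest p-value of the 9 fits that each omit 1 library, 0.0893, with a range of group means of 0.0353. From the level distributions, the paper concludes that levels did not differ between groups; the test compares library medians and leaves differences of single transcripts open.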

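mRNA and lncRNA levels were compared within each library. The median log10(FPKM + 1) of mRNA exceeded that of lncRNA in 9 of 9 libraries, by a mean of 0.438 (SD 0.0122, range 0.424 to 0.461). The two-sided exact p-value over the 512 sign flips was 0.00391, the smallest that 9 libraries allow. Median FPKM of mRNA was 2.35 in CON (SD 0.222), 2.16 in LOW (SD 0.0810) and 2.36 in HIGH (SD 0.153); for lncRNA it was 0.188 (SD 0.104), 0.170 (SD 0.0155) and 0.239 (SD 0.0494). With a pseudocount of 0.1 in place of 1 the difference was 0.911, the alternative that moved it most. From the distributions in Fig. 2I to 2K, the paper concludes that mRNA levels were higher than lncRNA levels.

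**Figure D1:**
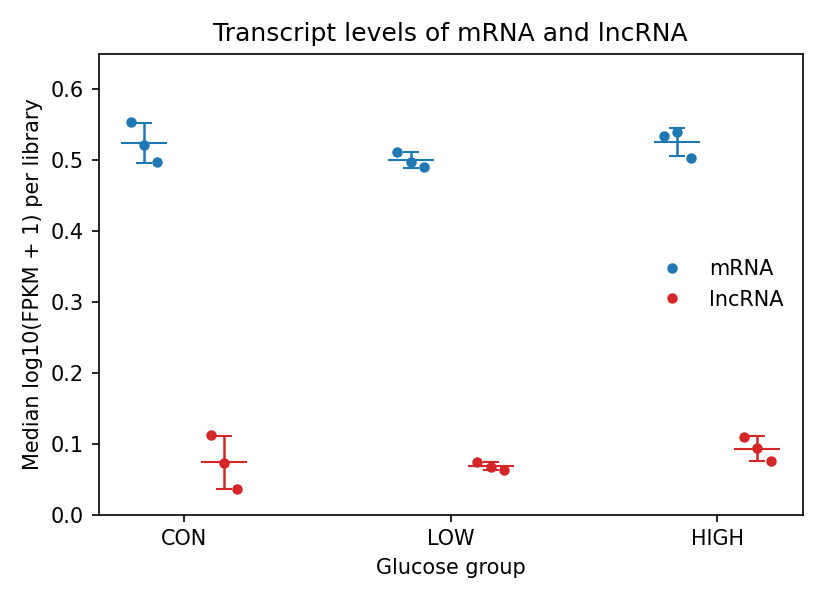
Median log10(FPKM + 1) of mRNA and lncRNA transcripts in each of the 9 GC libraries, by glucose group. Points are libraries, bars are means of 3 libraries and error bars are SD.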

### 2.3. Differential Expression and Cluster Analysis of lncRNAs and mRNAs

There were 1108 (763 upregulated and 345 downregulated), 1049 (593 upregulated and 456 downregulated), and 1144 (420 upregulated and 724 downregulated) DE lncRNAs identified in the CON versus LOW (Figure 3A; Table S3), CON versus HIGH (Figure 3B; Table S4), and LOW versus HIGH groups (Figure 3C; Table S5), respectively. 

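At a BH-adjusted p-value under 0.05 in limma and an absolute log2 fold change above 1, 4 lncRNA transcripts of 9891 tested passed in CON versus LOW (1 higher in CON, 3 higher in LOW), 2 in CON versus HIGH (1 and 1) and 1 in LOW versus HIGH (higher in LOW). At an unadjusted p-value the numbers were 207 (94 higher in CON and 113 lower), 360 (84 and 276) and 470 (111 and 359). Without CON replicate 1 the unadjusted number in CON versus HIGH was 1635, without HIGH replicate 3 it was 828 in LOW versus HIGH, and without CON replicate 3 it was 346 in CON versus LOW. The groups did not overlap for 163, 260 and 398 of these; among all tested lncRNAs, 5.76%, 6.89% and 13.8% did not overlap, where chance gives 10%. Library GC content as a covariate moved the adjusted number most, to 576 in CON versus HIGH. Of the paper's 1108, 1049 and 1144 lncRNAs, only 298, 211 and 352 passed the filter and were tested in the main fit. A limma fit with no filter tested all of them and passed 2, 4 and 2 at an adjusted p-value. In the paper's own lists, 64, 48 and 131 have an adjusted p-value under 0.05. LINC8770 (TCONS_00297753, scaffold JH923431.1:26-2898) had FPKM of 3.02, 1.93 and 1.76 in CON and was listed at 0 in the LOW and HIGH libraries (adjusted p 0.00285 against LOW and 0.00228 against HIGH); it passed in each of the 9 fits that omit 1 library. LINC2820 (TCONS_00102104, 17:17003415-17018282) rose from 0.323 in CON (SD 0.193) to 4.04 in LOW (SD 1.18) and 5.40 in HIGH (SD 0.876). Its log2 fold changes on the log2(FPKM + 0.1) scale were -3.42 for CON versus LOW (SE 0.35, adjusted p 0.0319, past the threshold in 1 of the 9 fits) and -3.87 for CON versus HIGH (adjusted p 0.0105, in 7 of 9). LINC7077 (TCONS_00250217, 6:49932474-49944917) was listed at 0 in CON, at 3.29, 1.82 and 1.69 in LOW and at 0.121, 0 and 0 in HIGH (adjusted p 0.0201 for CON versus LOW, in 4 of 9 fits, and 0.0280 for LOW versus HIGH, in 3 of 9). The remaining lncRNA of CON versus LOW, LINC2370, had an adjusted p of 0.0487 and was named after its values were seen. With all transcripts of a gene summed, the log2 fold changes were 0.44 and 0.81 for the gene of LINC8770 against LOW and HIGH, -0.04 and -0.32 for that of LINC7077 (CON versus LOW and LOW versus HIGH), -0.45 for that of LINC2370, and -2.48 and -2.42 for that of LINC2820. The paper's text names no genome build for these coordinates.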

There were 480 (285 upregulated and 195 downregulated), 528 (306 upregulated and 222 downregulated), and 584 (291 upregulated and 293 downregulated) DE mRNAs identified in the CON versus LOW (Figure 3D; Table S6), CON versus HIGH (Figure 3E; Table S7), and LOW versus HIGH groups (Figure 3F; Table S8), respectively. 

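By the same thresholds, 3 mRNA transcripts of 10882 tested passed in CON versus LOW (1 higher in CON, 2 higher in LOW), 3 in CON versus HIGH (3 higher in HIGH) and 1 in LOW versus HIGH (higher in HIGH). At an unadjusted p-value these were 78 (43 higher in CON and 35 lower), 172 (48 and 124) and 218 (60 and 158). Omitting CON replicate 1 raised the unadjusted number in CON versus HIGH to 503, and omitting HIGH replicate 3 raised that in LOW versus HIGH to 493. Groups without overlap made up 57, 105 and 188 of them; over all tested mRNAs the shares were 12.9%, 14.9% and 19.2%, against 10% by chance. The adjusted number moved most with GC content in the model, to 340 in CON versus HIGH. Of the paper's 480, 528 and 584 mRNAs, 412, 449 and 506 belong to the mRNA class used here. Only 91, 94 and 127 passed the filter and were tested in the main fit. A limma fit with no filter tested all of them and passed 3, 5 and 2 at an adjusted p-value. In the paper's own lists, 35, 41 and 48 have an adjusted p-value under 0.05. ADGRL2-201 (1:57808412-58061674) had FPKM of 0.0578 in CON (SD 0.0507), 4.07 in LOW (SD 0.317) and 4.44 in HIGH (SD 0.614), n = 3 each. Its log2 fold changes were -4.83 against LOW (SE 0.26, limma adjusted p 0.000608) and -4.94 against HIGH (adjusted p 0.000497), and both passed in 9 of 9 fits with 1 library omitted. Another transcript of the gene, ADGRL2-203, went the opposite way, with 5.26, 4.31 and 4.33 in CON, 0, 0 and 0.6304 in LOW, and a listing at 0 in HIGH; the log2 fold changes of the whole gene were 0.13 and 0.08. BEND7-201 (13:27164866-27245036) was listed at 0 in CON and LOW and at 1.77, 2.25 and 1.54 in HIGH (adjusted p 0.00179 and 0.00143, 9 of 9 fits), with gene values of -0.12 and -0.24. TXNIP-201, the single transcript of TXNIP, was lower in CON than in LOW (-1.37, SE 0.12, adjusted p 0.0124, 6 of 9 fits) and than in HIGH (-1.27, adjusted p 0.0126). RAB4A-202 (25:611279-625109) had FPKM of 3.57 in CON (SD 0.679), 0.593 in LOW (SD 0.108) and 2.34 in HIGH (SD 0.616), with 2.30 for CON versus LOW (SE 0.25, adjusted p 0.0457, 1 of 9 fits).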

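Grouping of the libraries was tested on the transcripts that passed the expression filter, not on those selected for a difference. The mean Spearman correlation of log2(FPKM + 0.1) was 0.831 between libraries of the same glucose group and 0.831 between libraries of different groups, a difference of 0.000541. In a one-sided exact permutation test, 119 of the 280 groupings had a difference as large, p = 0.425. FPKM of genes in place of transcripts reversed its sign, at -0.000327 (exact permutation p = 0.461). The difference was -0.00542 without HIGH replicate 1 and 0.0117 without CON replicate 1.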

Hierarchical clustering of the DE lncRNAs (Figure 3G) and DE mRNAs (Figure 3H) revealed the expression patterns of the individuals for the same three comparisons.

### 2.4. Systematic Functional Analysis of Differentially Expressed lncRNAs and mRNAs

To determine the possible functional significance of observed changes in lncRNA levels in the high and low glucose-induced GCs groups and the control group, a Gene Ontology (GO) term enrichment analysis was performed. There were 21,637 background genes in total. The paper summarizes the significantly enriched GO terms of lncRNAs regarding biological process (Figure 4A–C), cellular component (Figure S1), and molecular function (Figure S2), respectively. Interestingly, the differentially expressed lncRNAs were found to be similar and significantly associated with cell development in biological process term enrichment (Figure 4A–C). It is noteworthy that cell death and nuclear factor kappa B (NF-Kappa B) cascade were enriched among the three comparison groups, especially in the low and high groups, suggesting that cell apoptosis and cell death might play a critical role in glucose-induced GCs differentiation. 

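Genes of the apoptosis pathway and targets of NF-kappa B and TNF were tested as lists with limma's fry, a rotation test of a whole list, in the same 9 GC libraries. GO terms themselves were not recomputed. The two-sided p-values of the apoptosis list (43 of its 53 genes tested) were 0.115 in CON versus LOW, 0.751 in CON versus HIGH and 0.245 in LOW versus HIGH, or 0.288, 0.820 and 0.438 after BH adjustment over the 24 tests of 8 lists. Median log2 fold changes were 0.04, 0.02 and -0.02, with 30, 24 and 20 of the genes higher in the first-named group. For NF-kappa B and TNF targets (13 of 18 genes) the adjusted p-values were 0.820, 0.820 and 0.627. From the enriched terms of the lncRNA target genes, the paper proposes a role of apoptosis and cell death in GCs under glucose.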

In addition, the enrichment of cellular components and molecular function also revealed a similar pattern. For example, cell periphery, extracellular space, and extracellular matrix were all obviously enriched in lncRNA levels in low and high groups (Figure S1). For molecular function enrichment, terms regarding binding, such as protein binding and enzyme binding, were enriched, which suggested that complex physiological processes are involved in glucose-induced GC differentiation (Figure S2).

To determine if there were some specific pathways changed, Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis in lncRNA target genes was performed. 

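Neighbouring genes of the lncRNAs in Tables S3 to S5, those within 100 kb, were compared with the 9810 named genes of the background by two-sided Fisher exact tests. In CON versus LOW, 4 of 1500 neighbours belonged to the apoptosis list, against 38 of the background (odds ratio 0.651, p 0.505), and 3 to the p53 list, against 33 (odds ratio 0.553, p 0.467). In CON versus HIGH there were 7 of 1605 (odds ratio 1.16, p 0.663) and 2 (odds ratio 0.329, p 0.154). In LOW versus HIGH there were 10 of 1565 (odds ratio 1.89, p 0.115) and 4 (odds ratio 0.726, p 0.811). None of the 6 passed after BH adjustment and 0 passed unadjusted; distances of 50 kb and 10 kb gave 0 as well. By expression, the p53 list (44 of 60 genes) had fry adjusted p-values of 0.820, 0.194 and 0.288 (unadjusted 0.660, 0.0645 and 0.120). With limma's camera, which allows for a fixed correlation between genes, the adjusted p-value in CON versus HIGH was 0.0495; over the alternatives it ranged up to 0.582, and the median log2 fold change of the list was 0.04. Trans-acting targets, which the paper predicts with LncTar, were not analysed here.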

Notably, the apoptosis pathway and p53 signaling pathway were both enriched in three comparison groups (Figure 4D–F); this finding is consistent with the GO term enrichment results. The tumor necrosis factor (TNF) signaling pathway [29], NF-Kappa B signaling pathway [30,31], and Janus kinase (JAK)-signal transducer and activator of transcription (STAT) signaling pathway [32], were enriched, which previous studies have implicated in cell apoptosis; this paper’s KEGG enrichment analysis also suggests their significance.

### 2.5. Validation of DE lncRNAs by Quantitative Real-Time PCR (qRT-PCR)

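Pairs of lncRNA and mRNA in Table S9 were recomputed over the 9 libraries for 2 lncRNAs annotated in Ensembl, 31 pairs of ENSOART00000027572 and 2 of ENSOART00000027739, so the result rests almost wholly on 1 lncRNA; the assembled lncRNAs of the table were not analysed here. With FPKM as deposited, Pearson r had the paper's sign in 33 of 33 pairs, and the two-sided permutation p-value passed BH adjustment over the pairs in 31. The median r was 0.858, the median Spearman rho 0.917, and the median r without the 2 libraries farthest from the median of the lncRNA 0.811. Deviations from group means, which remove the glucose groups, gave a median of 0.926. FPKM of the unnamed lncRNA genes carry another library factor than those of the mRNAs. After both were put on 1 scale, a comparison chosen after the data were seen, 12 of 33 pairs had the paper's sign, 0 passed the adjustment (2 unadjusted) and the median r was -0.0845.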

To validated the reliability of the sequencing results and to provide the basis for further study, eight DE lncRNAs (*TCONS_00192797*, *TCONS_00189769*, *TCONS_00080937*, *TCONS_00177164*, *TCONS_00294705*, *ENSOARG00000027739*, *ENSOARG00000027984* and *ENSOARG00000027572*) that have targeting relationships with apoptosis-related genes were chosen to analyze by Quantitative real-time PCR (qRT-PCR) (Figure 5; Table S9). 

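RNA-seq values of 3 of the lncRNAs measured by qRT-PCR, those annotated in Ensembl, are given on the common FPKM scale. ENSOART00000027739 (2:79362308-79363579) had 2.16 in CON (SD 0.473), 2.45 in LOW (SD 0.296) and 4.79 in HIGH (SD 2.00), n = 3 each, with a log2 fold change of -1.16 for CON versus HIGH (SE 0.30, limma p adjusted over all transcripts 0.745, adjusted over the 9 tests of these lncRNAs alone 0.0299). ENSOART00000027984 (3:100723193-100724856) had 0.120 (SD 0.0723), 1.13 (SD 0.800) and 0.245 (SD 0.0654), with -2.25 for CON versus LOW (SE 0.63, adjusted p 1 and 0.0299). ENSOART00000027572 (1:254235176-254258083) had 5.04 (SD 0.369), 5.69 (SD 0.903) and 6.12 (SD 0.450), with -0.38 for CON versus HIGH (SE 0.15, adjusted p 0.751 over all transcripts). Of the 9 comparisons, 0 passed over all transcripts, 2 over these lncRNAs alone and 5 unadjusted. DESeq2 on the estimated counts, the alternative that moved this number most, passed 2.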

All lncRNAs selected for validation were statistically significant and consistent with the results obtained from next-generation sequencing, which indicated the high quality and validity of the RNA-seq.

### 2.6. Downregulation of lncRNA TCONS_00128966 in GCs Is related to apoptosis

By considering GO terms, KEGG pathway enrichment, and our findings using the glucose model, we found that apoptosis could be a critical factor in glucose-induced abnormal GCs function, especially under high glucose conditions (i.e., 33.6 mM). Among these differentially expressed lncRNAs, a lncRNA *TCONS_00128966* that was significantly downregulated in high glucose groups, and the analysis of qRT-PCR also verified this result (Figure 6A). The intergenic lncRNA *TCONS_00128966* is located on chromosome chr18:14283616–14290522, and its RNA sequence is shown in Figure S3. The lncRNA *TCONS_00128966* binding miRNAs were predicted as candidates using RNAhybrid and miRanda software. 

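The mRNAs of the network were examined in the glucose libraries at the transcripts that the paper lists. TUBA8 and SESN1 fell below the expression filter, which leaves 13 transcripts and 39 comparisons. None passed the limma BH adjustment over all transcripts (lowest adjusted p 0.751) or over the network alone (lowest 0.594), and 2 passed unadjusted. GADD45B (5:18678066-18681037) had FPKM of 7.92 in CON (SD 2.16), 5.89 in LOW (SD 0.484) and 4.95 in HIGH (SD 0.898), with 0.55 for CON versus HIGH (SE 0.21, p 0.0305). PDGFRA (6:69735803-69772762) had 30.8 (SD 13.3), 34.2 (SD 3.90) and 47.2 (SD 7.27), with -0.80 (SE 0.30, p 0.0262). The largest log2 fold change was that of CREB1 in CON versus LOW, 2.11 (SE 1.12). Library GC content in the model passed 3 of the 39 comparisons, the largest number among the alternatives. The lncRNA of the network was not analysed here.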

A ceRNA (*TCONS_00128966*-miRNA-mRNA) network with 15 miRNAs and 15 mRNAs was constructed in GCs and belongs to the apoptosis-related signaling pathway (Figure 6B, Table S10). Thus, we suspected that lncRNA *TCONS_001289* plays an important role in GCs development and hereinafter refer to this lncRNA as lnc*GDAR* for convenience. Fluorescence in situ hybridization (FISH) revealed that lnc*GDAR* could be expressed in both the nucleus and cytoplasm (Figure 6C).

### 2.7. lncGDAR Inhibits Apoptosis of GCs

To elucidate the potential role of lnc*GDAR* in apoptosis, the cell cycle and caspase3/7 activity assay were first detected in four groups: a positive control group (pcDNA3.1), an overexpression group (pcDNA3.1-Inc*GDAR*), a negative control group (si-NC), and a knockdown group (si-Inc*GDAR*). Overexpression of lnc*GDAR* reduced the number of cells that progressed to the G0/G1 phase and increased the number of cells that progressed to the S phase (Figure 7A,B), and significantly reduced caspase3/7 activity (Figure 7E). Conversely, lncG*DAR* knockdown increased cell cycle arrest in the G0/G1 phase (Figure 7C,D) and significantly promoted GC caspase3/7 activity (Figure 7F). To determine the proliferation ability in four groups, CCK-8 was performed; we found lnc*GDAR* overexpression significantly increased the proliferation rate in GCs (Figure 7G). Conversely, proliferation was significantly inhibited after lnc*GDAR* knockdown (Figure 7H). 5-Ethynyl-2′-deoxyuridine (Edu) staining also demonstrated that the proliferation rate of lnc*GDAR* overexpression cells was significantly increased compared with that of the control cells (Figure 7I). Furthermore, we found lnc*GDAR* overexpression significantly inhibited the expression of apoptosis-related mRNAs (*caspase-3*, *caspase-7* and *bax*) and significantly promoted the expression of anti-apoptosis-related mRNA (*bcl-2*) (Figure 7J). Compared with control cells, the expression of apoptosis-related mRNAs (*caspase-3*, *caspase-7* and *bax*) and anti-apoptosis-related mRNA (*bcl-2*) were up-regulated and down-regulated in lnc*GDAR* knockdown cells, respectively (Figure 7K). The Western blot assay also showed that knockdown lnc*GDAR* increased the protein levels of bax, caspase-3, caspase-7, cleaved caspase-3 and cleaved caspase-7 but decreased the protein levels of bcl-2 and bcl-9 (Figure 7L–N). Taken together, the data suggested that lnc*GDAR* can inhibit GC apoptosis through affecting mRNA and protein expression of apoptosis- (caspase-3, caspase-7, bcl-2, bcl-9 and bax) related makers.

## 3. Discussion

Nutrition is one of the most important environmental factors affecting reproductive performance in livestock [33]. Numerous studies have shown that short-term nutritional supplementation increased intrafollicular glucose concentrations and elevated ovulation rate [34,35,36,37]. This is the result of metabolites acting directly on the follicle as a signal to regulate folliculogenesis, as glucose transporters and specific receptors are present in the follicle [38,39,40]. GCs are follicular somatic cells and published studies have showed that GCs have a greater capacity to take up glucose than oocytes [13,14]. Therefore, the effect of glucose concentration in the follicular fluid on granulosa cells is critical for follicular development. In vitro studies have found that excessive glucose levels induce apoptosis in granulosa cells and oocytes [41,42]. In line with these in vitro studies, we found that proliferation of GCs increased with increasing glucose concentration up to 8.4 mM then decreased at the higher concentrations, and the 8.4 mM glucose concentration gave the highest readings for all concentrations. This indicates that glucose has an important effect on the proliferation and apoptosis of GCs and the formation of follicles. However, information regarding the role of lncRNAs in granulosa cell apoptosis is limited, and no studies have reported the role of lncRNAs in the glucose-induced apoptosis of GCs. 

Recently, with the development of next-generation high-throughput sequencing, multiple lncRNAs have been identified and been shown to play important roles in many endocrine and metabolic diseases [43,44,45]. Ovarian lncRNAs were first identified by RNA sequencing in human cumulus granulosa cells. This study showed the presence of 89 differentially expressed lncRNAs between compact cumulus granulosa cells and expanded cumulus cells, suggesting a role for lncRNAs in cumulus expansion [46]. Liu et al. found that inhibition of lncRNA PVT1 can inhibit the apoptosis of ovarian granulosa cells in PCOS patients [28]. In luteinized granulosa cells, lncRNA CCNL overexpression promoted apoptosis, reduced glucose transport capacity, and impaired mitochondrial function; CCNL may be involved in PCOS pathologies, such as follicular atresia and insulin resistance [27]. Glucose is primarily metabolized through the glycolytic pathway, providing substrates such as pyruvate for energy production in oocytes and follicular somatic cells [47]. A lncRNA responsive to energy stress has been discovered: lncRNA ZNF674-AS1, which can play an important regulatory role in GC proliferation, glycolysis and AMPK activation [48]. Consistent with these studies, our RNA-seq and bioinformatics analysis data on sheep GCs under different glucose treatments showed that the targeted genes of differential lncRNAs were significantly enriched in apoptosis and glucose-metabolism-related pathways, including the NF-kappa B, Jak-STAT signaling pathway, HIT type 1 signaling pathway, TNF signaling pathway, p53 pathway, apoptosis and glycolysis. This suggests that lncRNAs are involved in the regulation of granulosa cell growth by glucose. 

Granulosa cell apoptosis is a tightly controlled process that depends on the balance between anti- and pro-apoptotic factors [44]. In this study, we focused on a new lncRNA, lnc*GDAR*, by constructing a network of ceRNAs (lnc*GDAR*-miRNA-mRNA) around the apoptosis-related signaling pathway. We found that lnc*GDAR* may control follicle development by regulating GC apoptosis and proliferation. Compared with the control and high-glucose groups, the low-glucose group showed a trend of high expression of lnc*GDAR*; thus, this lncRNA may have a protective effect on the development of GCs. Next, we demonstrated that lnc*GDAR* inhibits the apoptosis of GCs by regulating the expression of apoptosis-related mRNAs and proteins (caspase-3, caspase-7, bcl-2, bcl-9 and bax), indicating that lnc*GDAR* controls follicular development by regulating the apoptosis of GCs. Further studies to investigate other functions of lnc*GDAR* in regulating GCs (e. g. steroidogenesis), follicular development, or ovulation in vivo and reproductive performance, such as litter size, in sheep are required. 

## 4. Materials and Methods

### 4.1. The GCs Model of Glucose Treatment

Fresh ewe ovaries (from thin-tailed Han sheep, ages ranged from 1 to 1.5 years) were collected at the local abattoir (Baoding, Hebei, China) and transported to the laboratory within 3 h in a buffered saline solution supplemented with streptomycin/penicillin mixture (1%) maintained at 37 °C [49]. Small immature follicles between 3 and 5 mm in diameter were punctured with a disposable syringe; follicular fluid was collected from a number of ovaries (ovaries number > 50) to negate any individual animal effects. The follicle suspensions were pooled and GCs were harvested immediately after centrifuging at 1000× *g* for 10 min. GCs were counted with a hemocytometer (Axio Vert. A1, Zeiss, Oberkochen, Germany) and their viability was confirmed by trypan blue exclusion. Then, the GCs were seeded in cell culture plates (Thermo Fisher Scientific, Waltham, MA, USA) at a density of 2 × 10^5^/well and cultured in Dulbecco’s Modified Eagle Medium (DMEM/F12, Gibco, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum (FBS) (Gibco, Carlsbad, CA, USA) and 1% streptomycin/penicillin mixture in a humidified atmosphere at 37 °C and 5% CO_2_ for 48 h with the medium changed every 24 h.

Briefly, the GCs were seeded into different plates (1 × 10^6^ viable cells/well in 6-wells and 1 × 10^4^ viable cells/well in 96-wells) in culture medium (DMEM/F12 supplemented with 10% FBS and 1% streptomycin/penicillin mixture) at 37 °C in a humidified atmosphere containing 5% CO_2_ until the cells’ confluence reached up to 80%. Then the medium was removed to establish a model of GCs treated with different concentrations of glucose. All treatments were cultured without glucose and serum but containing streptomycin/penicillin mixture (1%) for 8 h; then, the treatments received various solutions of glucose and were cultured for an additional 24 h, as follows: 0 mM (i.e., zero glucose), 2.1 mM (378.3 μg/mL), 4.2 mM (756.6 μg/mL), 8.4 mM (1513.2 μg/mL), 16.8 mM (3026.4 μg/mL), 33.6 mM (6052.8 μg/mL). For each treatment, cells were allocated to six glucose-treated groups with different concentrations, each with three replicates. These doses were designed to span the normal physiological ranges of follicles (1.1–2.1 mM) [6,7,50,51]. The 33.6 mM group represents 30 times the physiological concentration of glucose in follicular fluid and was used to detect changes of steroid hormones at super-physiological concentrations. This culture system has been developed so that GCs retain hormonally responsive aromatase activity and do not luteinize with time in culture [52,53,54]. The media and GCs were collected for subsequent measurements after the 24 h treatment period. 

### 4.2. Cell Proliferation Assay

Cell proliferation was monitored using a TransDetect CCK (TransGen Biotech, Beijing, China) according to the manufacturer’s protocols. Absorbance was measured using a Model 680 Microplate Reader (Bio-Rad, Hercules, CA, USA) by optical density at a wavelength of 450 nm.

### 4.3. Cell Apoptosis Analysis

Cell apoptosis was analyzed by flow cytometry (BD Biosciences, NJ, USA) using an annexin V-fluorescein isothiocyanate/propidium iodide apoptosis detection kit (Vazyme, Nanjing, China). All data were analyzed using FlowJo software.

### 4.4. RNA Extraction, Complementary DNA (cDNA) Synthesis, and qRT-PCR

Total RNA was extracted from cultured cells according to the manufacturer’s instructions and supplied with the TRIzol Reagent (Invitrogen, Life Technologies, Carlsbad, CA, USA); cDNA synthesis for RNA (mRNA and lncRNA) was carried out using the PrimeScript RT Reagent Kit with gDNA Eraser (Perfect Real Time) (TaKaRa, Otsu, Japan). Primers of mRNAs and lncRNAs were designed and synthesized by GenechemBio (Shanghai, China). The specific quantitative primers for mRNAs and lncRNAs are listed in Tables S1 and S2, respectively. Real-time quantitative PCR reactions were performed on a Bio-Rad CFX96 Real-Time Detection System using an iTaq Universal SYBR Green Supermix Kit (Bio-Rad Laboratories Inc., Hercules, CA, USA). Data analyses were performed using the 2^ΔΔCt^ method as described previously. GAPDH and β-actin were used as internal controls for mRNAs and lncRNAs, respectively.

### 4.5. Western Blotting

Total proteins from tissues and cells were lysed conforming to the user’s guidebook of RIPA lysis buffer (Beyotime, China); this was followed by separation with 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and transfer with polyvinylidene difluoride (PVDF) membranes (Bio-Rad, Hercules, CA, USA). After that, membranes were subjected to a standard blocking with 5% non-fat milk, hybridization with primary antibodies at 4 °C overnight, and incubation with secondary antibodies at room temperature for one hour. The bands were detected according to the instructions of the ECL detection kit (Santa Cruz Biotechnology, Santa Cruz, CA, USA). The primary antibodies are presented as follows: Bcl-2 (Bcl-2, 1:1000; ab32124, Abcam, Cambridge, UK), Bcl-9 (Bcl-9, 1:1000; ab37305, Abcam, Cambridge, UK), caspase-3 (caspase-3, 1:1000; ab13847, Abcam), caspase-7 (caspase-7, 1:1,000; ab255818, Abcam, Cambridge, UK), cleaved caspase-3 (cleaved caspase-3, 1:1000; #9661, Cell Signaling Technology, Boston, MA, USA), cleaved caspase-7 (cleaved caspase-7, 1:800; #8438, Cell Signaling Technology, Boston, MA, USA), bax (bax, 1:1000; ab32503, Abcam, Cambridge, UK), and goat anti-rabbit IgG (H + L) secondary antibody (1:5000; ab6721, Abcam, Cambridge, UK ).

### 4.6. RNA-Seq and Bioinformatics Analyses

#### 4.6.1. RNA Extraction, Library Construction, and RNA-seq

Ovine granulosa cells subjected to control (*n* = 3, 0 mM glucose groups), low groups (*n* = 3, add 8.4 mM glucose groups), and high groups (*n* = 3, add 33.6 mM glucose groups) were used for RNA-seq. Total RNA of each sample was isolated using Trizol reagent (Invitrogen, Carlsbad, CA, USA). RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 System (Agilent Technologies, Santa Rosa, CA, USA). Ribosomal RNA (rRNA) was removed from the total RNA using the Ribo-Zero TM rRNA Removal Kit (Epicentre, Madison, Wisconsin, WI, USA). A total amount of 3 µg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using the NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, USA) following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample.

The whole-transcriptome libraries sequencing was performed by Novogene Bioinformatics Technology (Beijing, China). The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instructions. After cluster generation, high-throughput RNA-seq was performed on an Illumina Hiseq Xten platform (Illumina, San Diego, CA, USA), and 150 bp paired-end reads were generated according to Illumina’s protocol. Raw data was filtered for clean data. All the downstream analyses were based on the clean data with high quality. Clean reads were aligned using Hisat2 [55]. The mapped reads of each sample were assembled by Stringtie [56].

The CNCI (Coding-Non-Coding Index), CPC (Coding Potential Calculator) and PFAM (Protein Families database) were chosen as annotation references for coding potential analysis of lncRNA. Transcripts predicted with coding potential by either/all of the three tools above were filtered out, and those without coding potential were our candidate set of lncRNAs. HTSeq v0.6.0 was used to count the read numbers mapped to each gene. Fragments per kilobase million (FPKM) of each gene was then calculated based on the length of the gene and reads count mapped to this gene. [57]. Genes with an adjusted *p*-value < 0.05 and absolute value of |log (Fold change) |> 1 found by DESeq2 [58] were assigned as differentially expressed. Log (Fold change) was calculated based on standardized counts and has a strong correlation with FPKM value.

#### 4.6.2. Target Gene Prediction and Functional Annotation Analysis

Prediction of DE lncRNAs by cis-and trans-acting target genes. For each lncRNA locus, the 100 kb downstream and upstream protein-coding genes (without overlap) were firstly identified as cis-acting target genes. Then, the genes that overlapped with the lncRNAs predicted by Lnctar (http://www.cuilab.cn/lnctar, accessed on 10 November 2015) were selected as the trans-acting target genes.

Gene Ontology (GO) enrichment analysis of differentially expressed genes or lncRNA target genes were implemented by the GOseq R package, in which gene length bias was corrected [59]. GO terms with corrected *p* value less than 0.05 were considered significantly enriched by differential expressed genes. All the overlapping genes in each cluster were retrieved for data visualization using the RCircos package. We used KOBAS software to test the statistical enrichment of differential expression genes or lncRNA target genes in KEGG pathways [60]. Alter native splicing analysis alternative splicing events were classified to 12 basic types by the software Asprofile v1.0.

#### 4.6.3. Construction of lncRNA-miRNA-mRNA Interaction Network

To investigate lncRNA that may have functions in regulating apoptosis, we constructed a lncRNA-miRNA-gene interaction network belonging to apoptosis-related signaling pathways. It contained 15 differentially expressed apoptosis-related mRNAs, all of which can target a lncRNA (TCONS_00128966) through the ceRNA network.

Firstly, we predicted the potential target genes of differentially expressed miRNAs using TargetScan. Secondly, RNAhybrid, a tool for finding the minimum free energy hybridization of a long and a short RNA, was used to predict the target lncRNA of differentially expressed miRNA. As miRNA can repress the expression of mRNA, it can also inhibit the expression of its target lncRNAs. Therefore, the predicted target lncRNAs that have opposition expression patterns of their corresponding miRNAs were selected as candidate target lncRNAs for differentially expressed miRNAs; Finally, we constructed a lncRNA-miRNA-mRNA interaction network using Cytoscape 3.6.1 (https://cytoscape.org/, accessed on 11 september 2018). 

The raw sequencing dataset supporting the results of this study have been submitted to NCBI BioProject (PRJNA825818) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE200668, accessed on 12 April 2022).

### 4.7. Fluorescence in Situ Hybridization of lncRNA GDAR 

Fluorescence in situ hybridization (FISH) was performed using a fluorescent in situ hybridization kit from GenePharma (Shanghai, China), in accordance with the manufacturer’s instructions. We used U6 and 18s as our endogenous controls, which were obtained from GenePharma. The stained samples were imaged under confocal microscopy.

### 4.8. siRNA and Transfection

The granulosa cells were incubated overnight (at 60–70%, confluence); transfection or co-transfection were performed using Lipofectamine 2000 (Invitrogen, Shanghai, China) for 48 h. Quantities of 100 nM/mL siRNA-lnc*GDAR* and 1.25 mg/mL pcDNA3.1-lnc*GDAR* plasmids were used in this study. siRNA specifically targeting lnc*GDAR* or nonspecific control were synthesized by Gene Pharm. Their sequences were as follows: si-lnc*GDAR* (GCAGCACAGUUAUUAUAUAUG), si-NC (UUUUCCGAACGUGUCACGUTT). The lncRNA TCONS_00128966 sequence was amplified by PCR. The DNA sequence was verified and subcloned into the pCDNA3.1 vector, generating pCDNA3.1-lnc*GDAR*.

### 4.9. 5-Ethynyl-2′- Deoxyuridine (EdU) Assay

The GCs were seeded in 12-well plates (1× 10^6^ viable cells/well in 12-wells). When the cells grew to a density of 50% confluence, they were transfected with overexpression plasmids or siRNA. After transfection for 24 h, GCs were exposed to 50 μM EdU (RiboBio, China) for 2 h at 37 °C. Subsequently, the cells were fixed in 4% paraformaldehyde for 30 min, neutralized using 2 mg/mL glycine solution, and then permeabilized by adding 0.5% Triton X-100. A solution containing EdU (Apollo Reaction Cocktail; RiboBio, Suzhou, China) was added, and the cells were incubated at room temperature for 30 min. The nuclear stain Hoechst 33,342 was then added and incubation was continued for another 30 min. A fluorescence microscope (DMi8; Leica, German) was used to capture three randomly selected fields to visualize the number of EdU-stained cells.

### 4.10. Flow Cytometric Analysis

For the flow cytometry analysis of the cell cycle, GCs were seeded in 12-well plates. When the cells grew to a density of 50% confluence, they were transfected with overexpression plasmids or siRNA. After transfection for 24 h, the cells were collected and fixed overnight in 70% ethanol at 4 °C. Subsequently, the fixed cells were stained with a 50 μg/mL propidium iodide solution (Sigma Life Science, St. Louis, MO, USA) containing 10 μg/mL RNase A (Takara, Japan) and 0.2% (*v*/*v*) Triton X-100 (Sigma Life Science, St. Louis, MO, USA). This was then incubated in the dark and at 37 °C for 30 min. Flow cytometry analysis was performed on a BD Accuri C6 flow cytometer (BD Biosciences, San Jose, CA, USA), and data were processed using the FlowJo7.6 software (Stanford University, Stanford, CA, USA).

### 4.11. Caspase3/7 Activity Assay

Primary GCs were seeded in 96-well plates and following the different dose glucose treatment. After transfection for 24 h, GCs cells were subjected to the caspase 3/7 activity assay by Caspase-Glo_3/7 Assay Systems (Promega, #G8091) according to the manufacturer’s instructions. The assay was conducted in triplicates and repeated independently three times, which was represented as a fold increase in fluorescence calculated by comparing cells with untreated control cells.

### 4.12. Statistical Analysis 

Each experiment was performed in triplicate; data were analyzed by SPSS version 22.0 (SPSS Inc., Chicago, IL, USA). All data were normally distributed continuous variables and reported as the mean ± standard error of the mean (SEM). Statistical differences were determined by one-way analysis of variance (ANOVA). Tukey’s test was used to estimate the significance of the results. A *p* value < 0.05 was considered statistically significant.

## 5. Conclusions

In conclusion, numerous lncRNAs and mRNAs, corresponding to varying amounts in ovine GCs with different glucose treatments, were annotated. The lnc*GDAR*, was found to be predominantly expressed in the GCs with the low glucose group and involved in GC apoptosis. The findings confirmed the mechanism by which lnc*GDAR* regulates ovine granulosa cell apoptosis through affecting apoptosis-related gene expression. Therefore, this study identified a candidate lnc*GDAR* involved in ovine GCs differentiation, providing profound insights into the regulatory mechanisms of nutrients underlying follicular development and a basis for the development of new therapeutic strategies for reproductive diseases. 

## Figures and Tables

**Figure 1:**
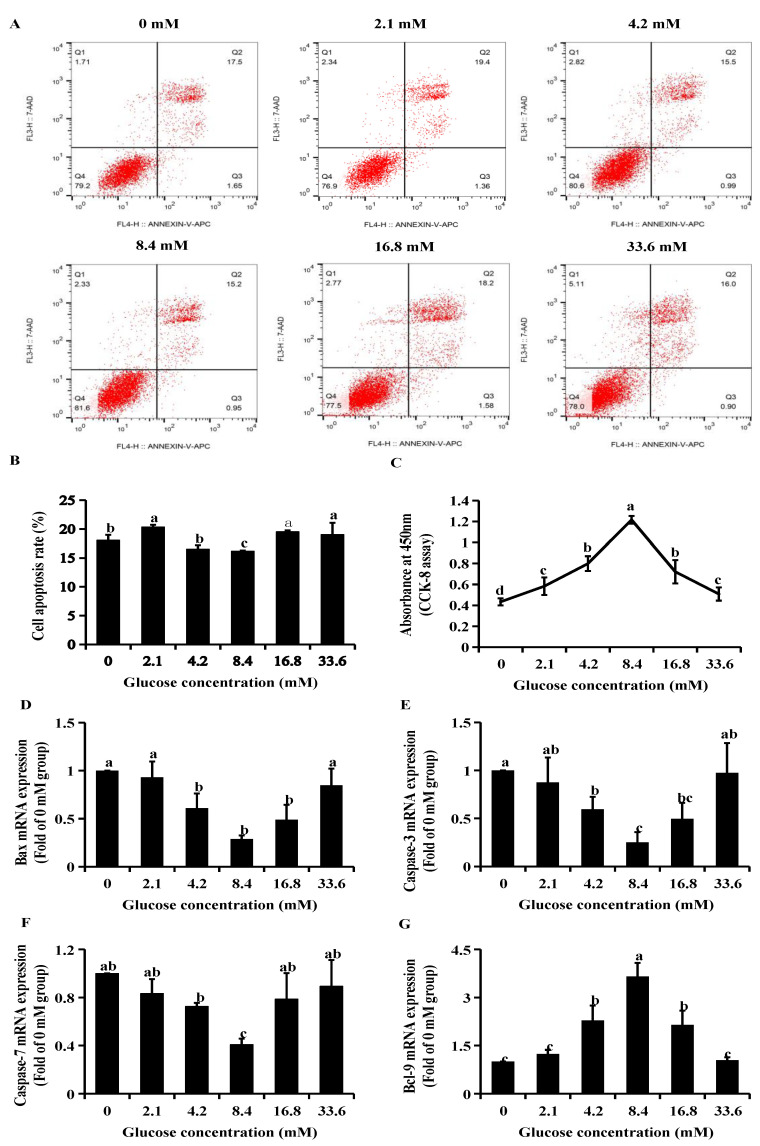

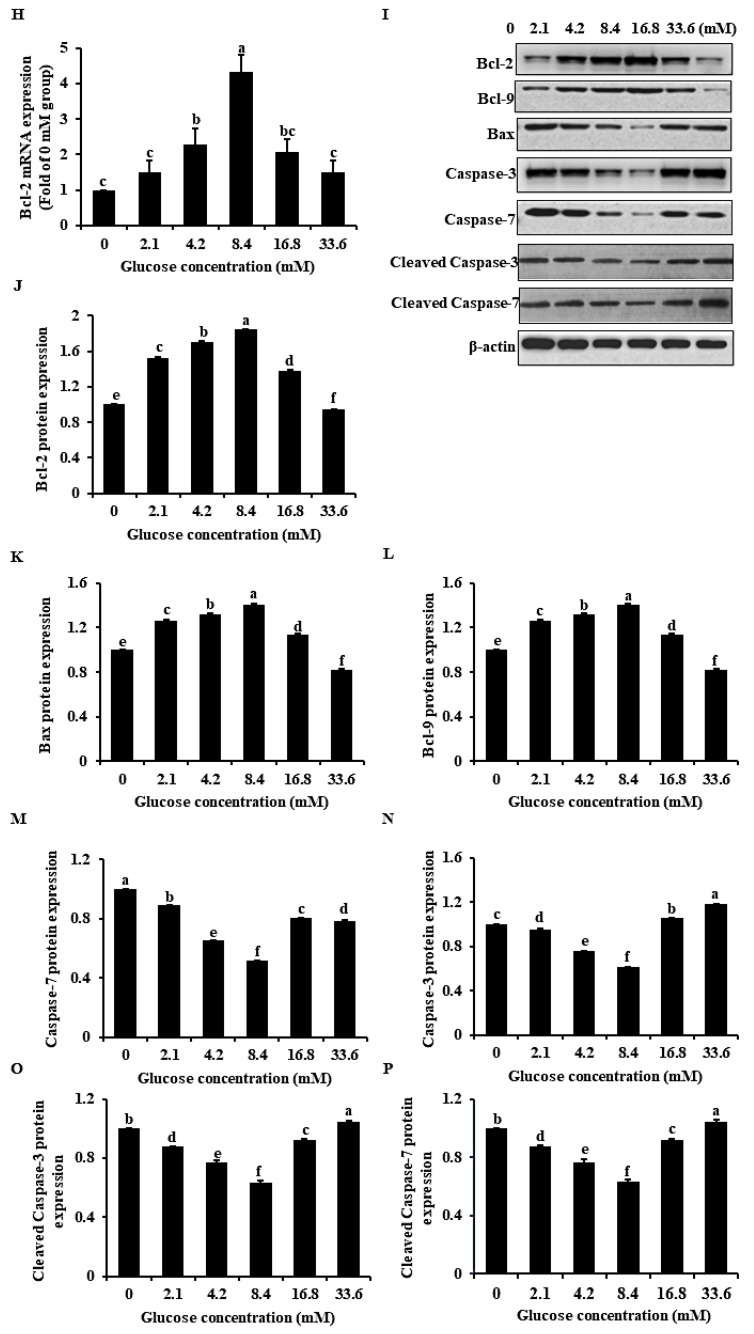
Basic characteristics of granulosa cell (GC) models in different glucose (0 mM, 2.1 mM, 4.2 mM, 8.4 mM, 16.8 mM, and 33.6 mM) groups. (**A**) Analysis of apoptosis level of GC receiving differing solutions of glucose followed by Annexin V-FITC/PIkit and flow cytometry. (**B**) Apoptosis rate of granulosa cells in different glucose concentration groups. (**C**) CCK-8 assay was performed to assess the effect of glucose on granulosa cells proliferation. (**D**–**H**) The doses of glucose affected mRNA expression of *bax*, *caspase-3*, *caspase-7*, *Bcl-9* and *Bcl-2*, which are linked to regulation of apoptosis. (**I**) The doses of glucose affected protein expression of Bcl-9, Bcl-2, bax, caspase-3 and caspase-7, which are linked to regulation of apoptosis. (**J**–**P**) The levels of Bcl-9, Bcl-2, bax, caspase-3, caspase-7, cleaved caspase-3 and cleaved caspase-7 induced by glucose were measured by western blot in GCs. Protein levels were quantified by ImageJ software and normalized to the loading controls. *n* = 3 in each group; the different lowercase letters indicate significant differences (*p* < 0.05).

**Figure 2:**
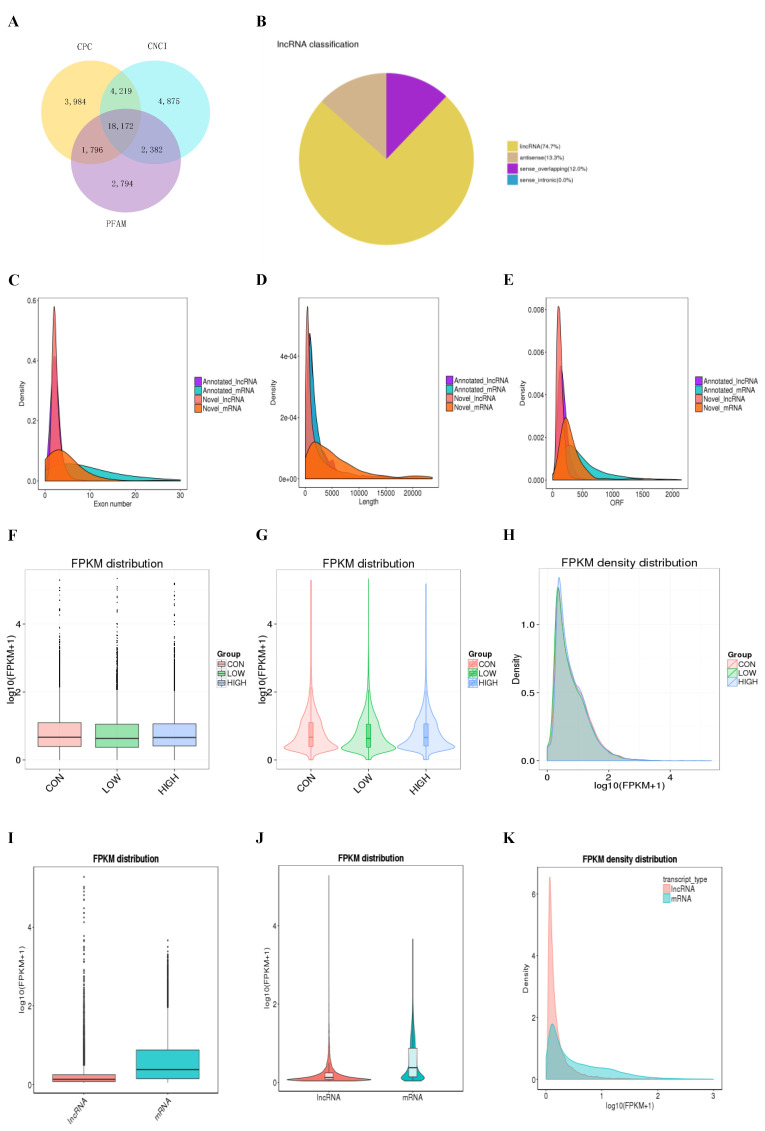
Characterization of long non-coding RNA (lncRNA) and mRNA in GCs. (**A**) Coding potential analysis via CNCI (Coding-Non-Coding Index), CPC (Coding Potential Calculator), PFAM (Protein Families database). Those sequences simultaneously shared by the above three tools were selected as candidate lncRNAs. (**B**) The classification of identified lncRNAs. (**C**–**E**) Density distribution diagram showing the expression features of exon number (**C**), length (**D**), and opening reading frame (ORF) (**E**) of annotated lncRNAs, novel lncRNAs, and mRNAs in GCs. (**F**–**H**) Boxplot (**F**), violin plot (**G**), and density distribution diagram (**H**) showing the expression features of GCs from in different glucose treatment groups. (**I**–**K**) Boxplot (**I**), violin plot (**J**), and density distribution diagram (**K**) showing the expression features of lncRNA and mRNA in ovary GCs. FPKM, fragments per kilobase million.

**Figure 3:**
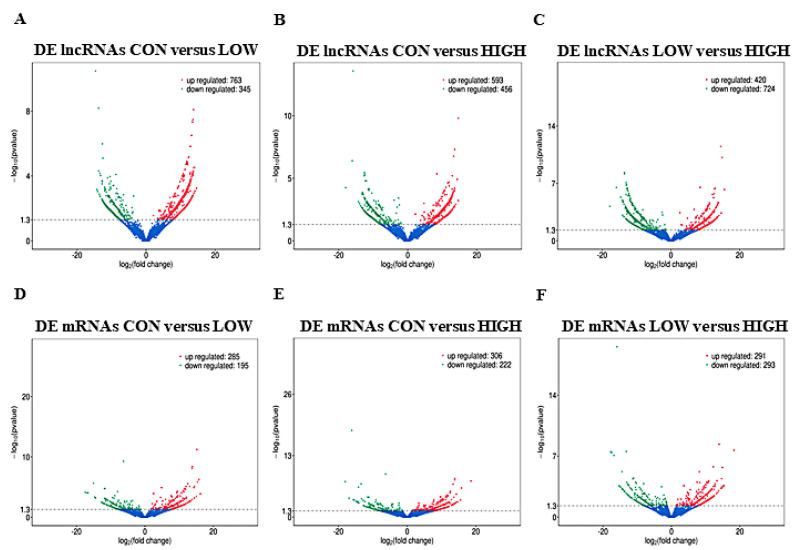

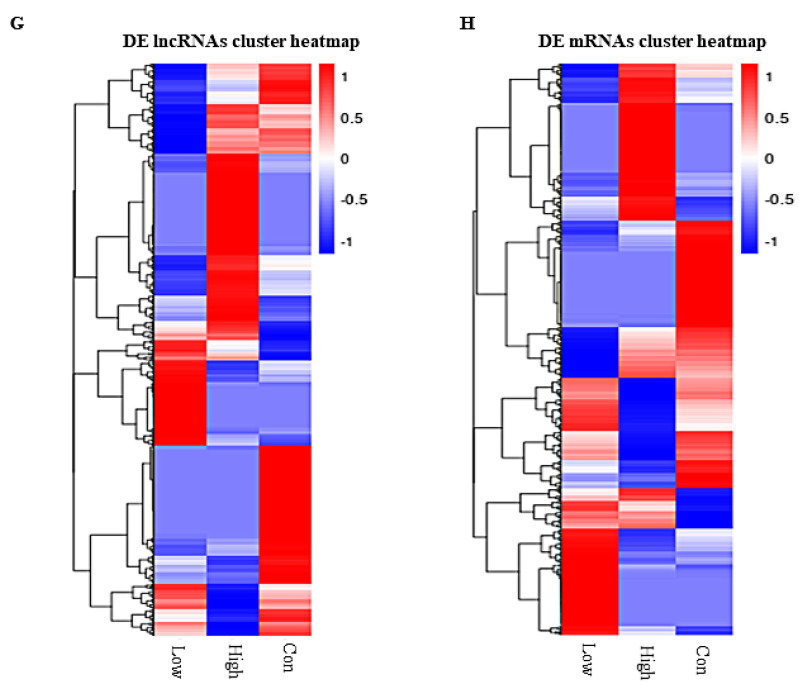
The expression profiling changes of lncRNAs and mRNAs in GCs. (**A**–**C**) Volcano plot indicating up− and downregulated lncRNAs of ovary GCs in different glucose treatment groups (CON versus LOW, CON versus HIGH and LOW versus HIGH); up− and downregulated genes are colored in red and green, respectively. (**D**–**F**) Volcano plot indicating up− and downregulated mRNAs of ovary GCs in different glucose treatment groups (CON versus LOW, CON versus HIGH and LOW versus HIGH); up− and downregulated genes are colored in red and green, respectively. (**G**,**H**) Heatmap of lncRNAs (**G**) and mRNAs (**H**) showing hierarchical clustering of changed lncRNAs and mRNAs of GCs in different glucose treatment groups; up− and downregulated genes are colored in red and blue, respectively.

**Figure 4:**
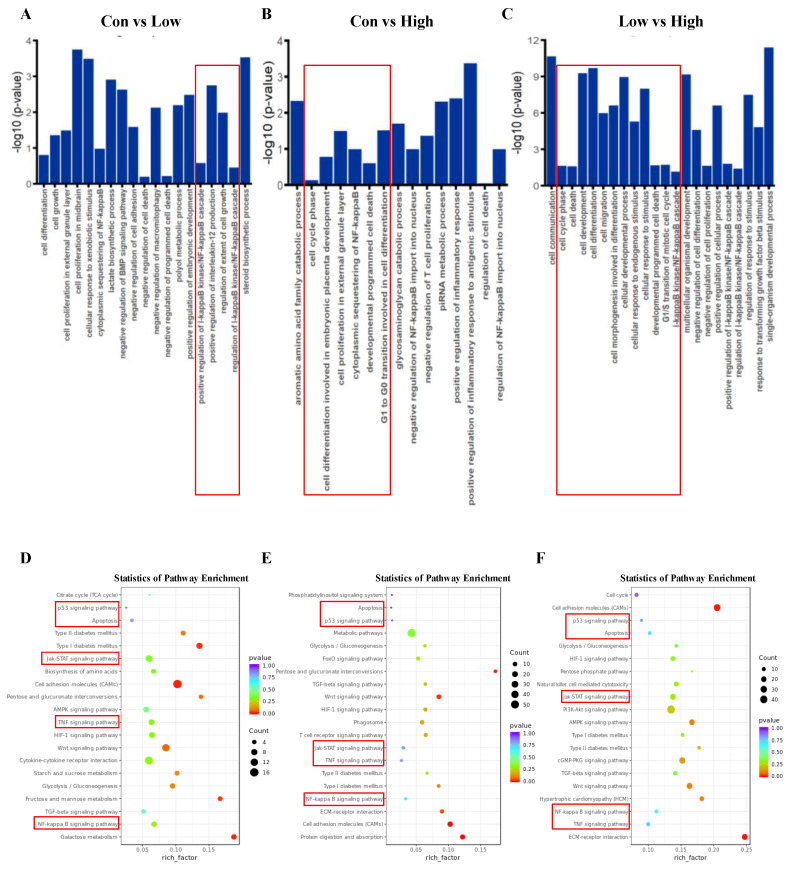
Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) Analyses of differentially expressed lncRNA target genes and mRNAs in GCs in different glucose treatment groups. (**A**–**C**) GO categories (biological process) of differential lncRNA target genes in different glucose treatment groups (CON versus LOW, CON versus HIGH and LOW versus HIGH). (**D**–**F**) KEGG analysis of differential lncRNA target genes in different glucose treatment groups. The size and color of each bubble represents the number of genes in each pathway and *p* value, respectively.

**Figure 5:**
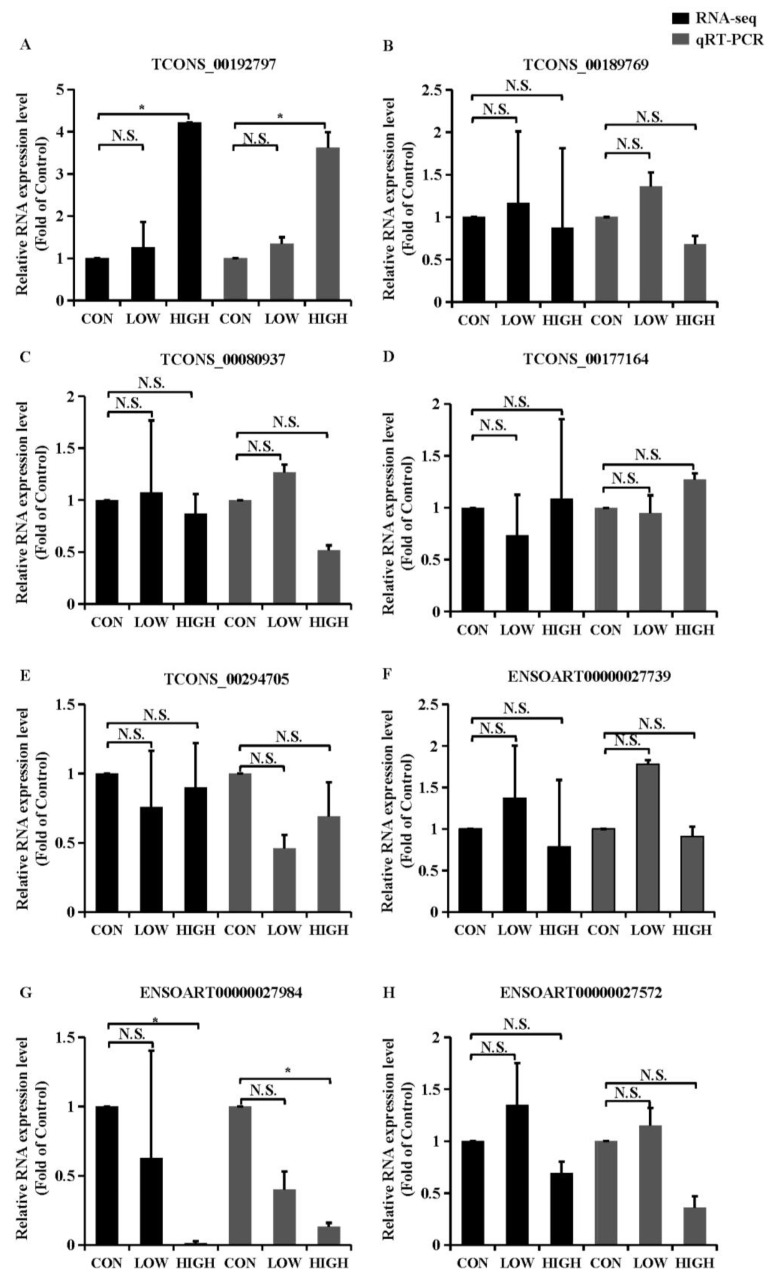
Quantitative real-time PCR (qRT-PCR) validations. (**A–H**) qRT-PCR validations of eight regulated lncRNAs in GCs from in different glucose treatment groups. Values represent means ± SEM for three individuals. * *p* < 0.05. N.S., not significant.

**Figure 6:**
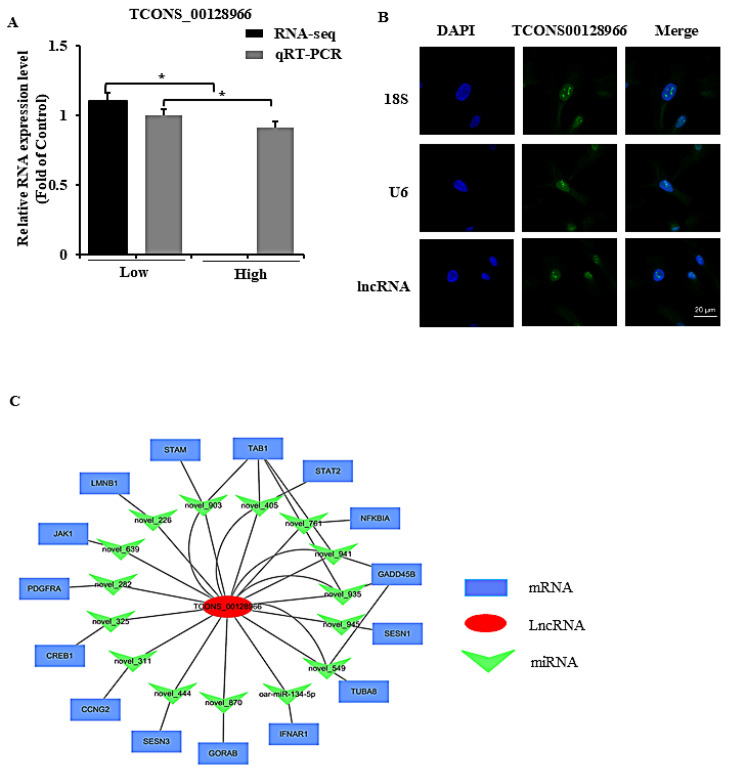
Downregulation of lnc*GDAR* in GCs is related to apoptosis. (**A**) The expression of lnc*GDAR* detected by qRT-PCR. (**B**) Expression location of lnc*GDAR* in GCs by fluorescence in situ hybridization (FISH), lnc*GDAR* was labeled with green fluorescence, and the nuclei were stained by DAPI (blue). Scale bar: 20 μm. (**C**) LncRNA-miRNA-mRNA interaction network consisting of 1 lncRNAs (red circles), 15 miRNAs (green arrows), and 15 mRNAs (green squares). lncRNA, long non-coding RNA; miRNA, microRNA; mRNA, messenger RNA. Values represent means ± SEM for three individuals. * *p* < 0.05.

**Figure 7:**
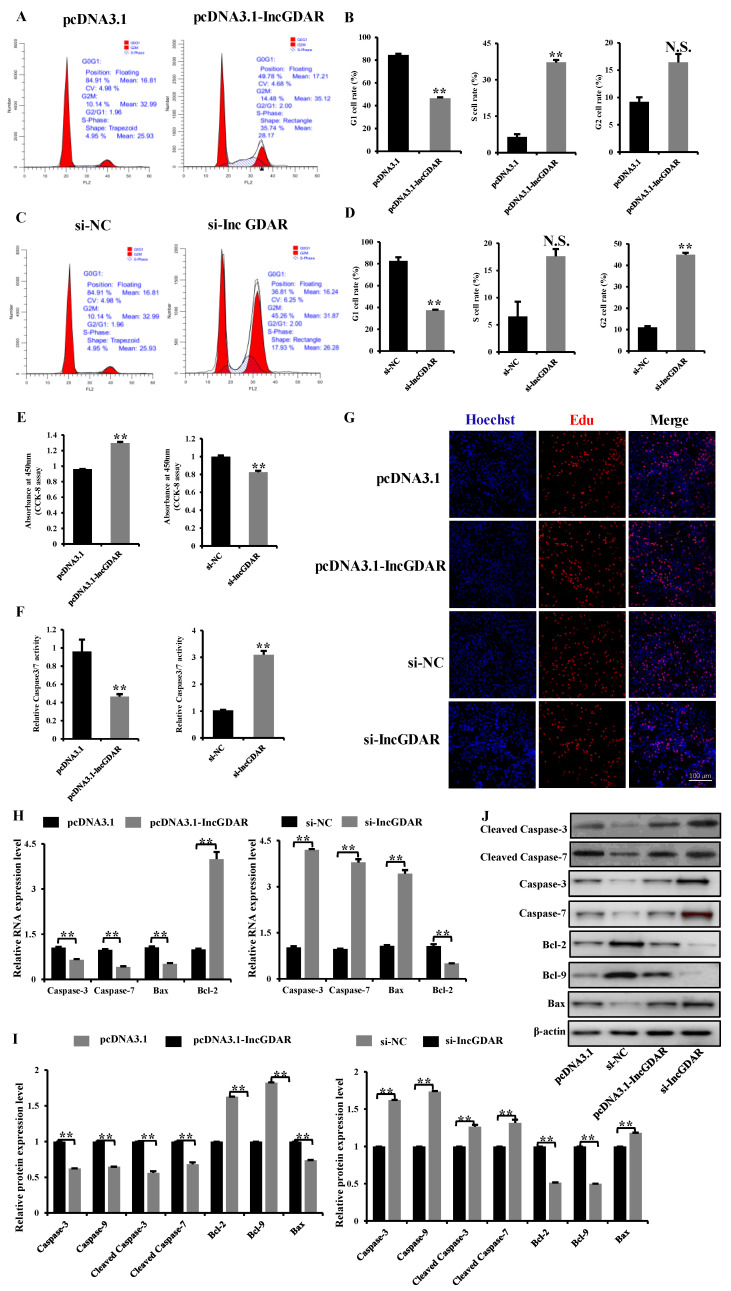
Mechanism study of lnc*GDAR* regulation of GC apoptosis. (**A**,**B**) Cell cycle analysis of GCs at 48 h after transfection of pcDNA3.1-lnc*GDAR* and pcDNA3.1 empty plasmids. (**C**,**D**) Cell cycle analysis of GCs at 48 h after transfection of si-lnc*GDAR* and si-NC. (**E**) CCK-8 assay was performed to assess the effect of lnc*GDAR* overexpression and knockdown on GCs proliferation. (**F**) Caspase3/7 activity assay after transfection of pcDNA3.1-lnc*GDAR* and pcDNA3.1 empty plasmids, or si- lnc*GDAR* and si-NC in GCs. (**G**) 5-Ethynyl-2′- deoxyuridine analysis after transfection of pcDNA3.1-lnc*GDAR* and pcDNA3.1 empty plasmids, or si-lnc*GDAR* and si-NC in proliferating GCs; scale bars are 100 μm. (**H**) qRT-PCR of relative expression of apoptosisi-related mRNA in GCs transfected with pcDNA3.1-lnc*GDAR* and in GCs transfected with si-lnc*GDAR*. (**I**,**J**) Overexpression and knockdown of lnc*GDAR* affected the expression of apoptosis-related proteins (caspase-3, caspase-7, cleaved caspase-3, cleaved caspase-7, bax, Bcl-2 and Bcl-9). Values represent means ± SEM for three individuals. **, *p* < 0.01. N.S., not significant.

**Table 1:** The Detailed Information of RNA Sequencing.

Sample Name	Raw_reads ^1^	Clean_reads ^2^	Raw Bases(G)	Clean Bases(G)	Error Rate (%) ^3^	Q20(%) ^4^	Q30(%) ^5^	GC_Content(%) ^6^
CON_1	155,947,936	154,249,698	23.39	23.14	0.03	97.84	93.89	50.13
CON_2	129,736,352	128,235,276	19.46	19.24	0.03	97.75	93.65	51.77
CON_3	108,890,118	107,694,844	16.33	16.15	0.02	98.16	94.57	56.54
LOW_1	102,687,890	101,415,560	15.40	15.21	0.03	97.81	93.79	52.45
LOW_2	101,415,560	126,120,380	18.92	18.65	0.03	97.93	94.15	54.28
LOW_3	98,057,424	96,829,522	14.71	14.52	0.03	97.86	93.83	54.01
HIGH_1	144,402,918	141,776,652	21.66	21.27	0.03	97.68	93.59	55.14
HIGH_2	144,402,918	114,360,744	17.42	17.15	0.03	97.72	93.76	53.69
HIGH_3	107,442,946	106,281,570	16.12	15.94	0.02	98.15	94.54	56.11

^1^ Raw reads: the number of reads in the original data; ^2^ Clean reads: The number of reads after filtering the raw data; ^3^ Error rate: Overall sequencing error rate; ^4^ Q20: Percentage of bases with a mass value greater than or equal to 20; ^5^ Q30 (%): Percentage of bases with a mass value greater than or equal to 30; ^6^ GC (%): sample GC content.

## Data Availability

The datasets used during the current study are available from the corresponding author on reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23095183/s1.

How the deposited data were processed for this re-analysis (not part of the article)

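RNA from ovine granulosa cells cultured for 24 h with 0 mM (CON), 8.4 mM (LOW) or 33.6 mM (HIGH) glucose was sequenced in 9 libraries, 3 per group, and 0 columns of the expression tables were left without a sample. The authors filtered the reads, aligned them with Hisat2, assembled transcripts with Stringtie, removed transcripts with coding potential and deposited FPKM per transcript and per gene. The class of each transcript was read here from the deposited names. The authors also deposited an estimated count per transcript, and the paper's methods describe read counts per gene from HTSeq and a test with DESeq2. Checked against FPKM, the deposited counts lie within 3 percent of FPKM times the genomic span of the transcript times a factor per library. They were therefore treated as rescaled FPKM and not as numbers of reads. Fold changes, p-values and q-values in Tables S3 to S8 and the r values in Table S9 are the authors' and were used for comparison. The genome build of the coordinates is not stated in the paper's methods.

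The design written before the data were examined assumed counts and edgeR's quasi-likelihood test. Since the values are FPKM, the test was limma (version 3.58.1, R 4.3.3) on log2(FPKM + 0.1), with a trend of the spread on mean expression, all 9 libraries and the 3 groups in 1 model. Each library was scaled on the median of the features with FPKM of 1 or more in every library. The separate library factor of Ensembl genes without a symbol was removed first. Features needed FPKM of 0.1 or more in at least 3 libraries and a span of at least 300 bases; the limit on span was set after a simulation in which shorter transcripts gave false calls. BH adjustment ran over all tested transcripts or genes, and a call needed an adjusted p-value under 0.05 and an absolute log2 fold change above 1. Fold changes are of the first-named group over the second. The classes lncRNA and mRNA were counted after the fit.

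The procedure was tested on simulated data. With 200 changed transcripts (fold 4, dispersion 0.05), limma called 197 of the 197 tested in the right direction, with 10 others among 39108 tested; with nothing changed it called 0 of 39155. DESeq2 called 197 of 197 with 6 others, DESeq2 on 2 groups 198 of 200, edgeR's quasi-likelihood test 199 of 199 and edgeR's exact test 200 of 200. A raised gene list gave p 2.69e-08 and an unchanged list 0.360.

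Depth was read from the factors that link FPKM to the estimated counts, and the clean reads of Table 1 were used to check it. An FPKM of 1 stands for 48.0 to 71.3 fragments per kilobase of transcript (median 57.7 over the 9 libraries), so features near the FPKM minimum of 0.1 rest on few fragments. Sums of FPKM were not used as depth.

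Library medians of log10(FPKM + 1), with FPKM as deposited, were compared by exact permutation, and mRNA against lncRNA by sign flips. Clustering was measured as the mean Spearman correlation within minus between groups. Gene lists (apoptosis, p53 signaling, glycolysis, stress of glucose starvation, genes induced by glucose, proliferation, NF-kappa B and TNF targets, and granulosa steroidogenesis) were written from general knowledge before the data were examined and tested with fry. Neighbours of lncRNAs were taken within 100 kb, 50 kb and 10 kb. Correlations used 2-sided permutation p-values over the 9 libraries.

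Features named in the text follow a rule set beforehand: those the paper names, the first 2 entries of each of Tables S3 to S8, the 2 called transcripts of each class and direction and the 3 called genes of each direction with the smallest adjusted p-value and no overlap between groups, and 7 genes known to respond to glucose. Values are not printed for every such feature. The first entries LINC7076, ADAMTS9-AS1, LINC2501, LINC5645, LINC5191, VPS26A-202, TCONS_00216743 and FAH-201 had limma adjusted p-values of 0.248 or more. The glucose genes ASNS, DDIT3, HSPA5, SLC2A1 and HK2 had 0.678 or more over all genes and 0.196 or more over the glucose genes alone. Alternatives set before the data were examined were DESeq2 (version 1.42.0) on the estimated counts with all libraries or with the 2 groups compared, no filter, a stricter filter, only the 2 groups compared, the replicate number as a block, library GC content, both together, the 20 most abundant features left out, each library left out, another pseudocount for the levels, FPKM as deposited for the folds of CON, camera for the lists, and other distances. Added after the data were seen were a pseudocount of 1, FPKM of 1 or more in 3 libraries, FPKM without scaling, the share of small RNA as a covariate, edgeR (version 4.0.16) on the estimated counts by its quasi-likelihood and its exact test, FPKM on 1 scale and each library left out for the correlations, and FPKM of 1 or more in every library for clustering. Statistics outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. LncGDAR, the assembled lncRNAs of Figure 5, exons, coding potential, GO terms, the gene count table and the experiments without sequencing were not analysed here.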

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

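The tests of small RNA share, of the authors' normalization and of other transcripts of the same gene were chosen only after the results were seen; the test of the chromosome 22 locus was written before. Groups of 3 libraries are too small for a test of single deviating libraries. Each signal below lies in genes that the paper does not discuss.

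TXNIP (1:98336652-98340541) was examined because its response to glucose supply is well known. Its FPKM was 89.8 in CON (SD 13.3), 215 in LOW (SD 3.84) and 201 in HIGH (SD 18.3), n = 3 each, with a highest CON library of 103 and a lowest other library of 180. In limma with BH adjustment over 23394 genes, the log2 fold changes were -1.37 for CON versus LOW (SE 0.13, adjusted p 0.0261) and -1.26 for CON versus HIGH (adjusted p 0.0350); over the glucose genes alone the adjusted p-values were 4.69e-05 and 4.72e-05. The exact two-sided p-value of CON against the other 6 libraries was 0.0119, the smallest that 84 splits allow. Across the alternatives, the adjusted p-value ranged from 0.00408 to 0.348 and from 0.00760 to 0.470, and of the fits that omit 1 library, those without CON replicate 1 and without CON replicate 3 kept both below 0.05. With the share of small RNA as a covariate the log2 fold change against LOW was -1.32, and in FPKM as deposited it was -1.27, so the small RNA share and the scaling both leave the difference standing. The table holds 1 transcript of TXNIP, which leaves no other transcript to share its reads. A lower level without glucose may therefore be a response of the cells; depth and culture batch were not tested for this gene.

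XLOC_077652 (17:17003415-17018282), an assembled locus that holds LINC2820, had FPKM of 1.28 in CON (SD 0.218), 7.56 in LOW (SD 0.369) and 7.27 in HIGH (SD 1.24). Its log2 fold changes were -2.58 against LOW (SE 0.18, limma adjusted p 0.00362) and -2.51 against HIGH (adjusted p 0.00234), lower in 3 of 3 CON libraries. They were -2.54 with the small RNA share as a covariate and -2.49 in FPKM as deposited, both for CON versus LOW. Adjusted p-values for CON versus LOW were 0.0501, 0.0521 and 0.0586 without LOW replicates 1, 2 and 3, and 0.0527 with only the 2 groups compared (0.0831 for CON versus HIGH); over the alternatives they ranged from 0.00146 to 0.0586 and from 0.00188 to 0.0831. A dependence of this locus on glucose is a hypothesis, and the limits of the assembled locus remain open.

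The locus TCONS_00162495 (22:2612210-2612699) reached FPKM of 277350 in HIGH replicate 1, 121303 in HIGH replicate 2 and 38351 in HIGH replicate 3, or 30.7%, 12.9% and 3.28% of all FPKM. The highest of the CON and LOW libraries was 35141, and the exact p-value of HIGH against the other 6 was 0.0119, the smallest possible. As a share of all FPKM the groups overlap: CON replicate 1 had 4.75%, above HIGH replicate 3. Over all libraries the separation thus holds for FPKM and not for the share. Within each replicate number the share was highest in HIGH. Against the HIGH shares above, CON and LOW had 4.75% and 2.63% for number 1, 2.70% and 2.25% for number 2, and 1.16% and 1.51% for number 3. Whether libraries are paired by number is not known. Within groups, the locus rose with the position of the library on the first principal component (r 0.854), an axis that also follows small RNA share. The signal may therefore reflect library preparation; an effect of HIGH glucose is not excluded by this test.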

How the results depend on the processing

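The alternatives of pseudocount 1, FPKM of 1 or more in 3 libraries or in every library, no scaling, small RNA share, edgeR (2 tests) and FPKM on 1 scale were chosen only after the data were seen; the others were set beforehand. Of 525 alternatives over 33 results, 335 left the result as it was, and of 401 over 21 single features, 282 did, 113 were weaker, 6 stronger and 0 reversed. Triplets below give CON versus LOW, CON versus HIGH and LOW versus HIGH.

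DESeq2 on all 9 libraries called 203, 159 and 272 lncRNAs and 46, 78 and 130 mRNAs, against 4, 2, 1 and 3, 3, 1 by limma, and 868 transcripts among the 3 groups against 15. Unadjusted, it gave 455 (CON versus LOW) and 708 (LOW versus HIGH) lncRNAs and 138 and 278 mRNAs in CON versus LOW and CON versus HIGH. It passed 2 comparisons of the qRT-PCR lncRNAs and 1 of the network mRNAs. DESeq2 on 2 groups without a filter called 178, 210 and 416 lncRNAs and 81, 116 and 225 mRNAs, with 631, 665 and 1148 lncRNAs and 304, 462 and 519 mRNAs unadjusted, and 2 network comparisons. The edgeR exact test on 2 groups gave 64, 47 and 129 lncRNAs and 31, 31 and 41 mRNAs (1083, 1018, 1119 and 410, 446, 505 unadjusted). The edgeR quasi-likelihood test, in contrast, called 1 lncRNA in CON versus LOW and 0 in CON versus HIGH, 0, 0 and 0 mRNAs (134 unadjusted in CON versus LOW) and 1 transcript among the groups.

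Library GC content as a covariate raised CON versus HIGH to 576 lncRNAs, 340 mRNAs and 2545 genes. The genes differing among the groups rose to 2294, with 3 mRNAs and 2 genes in LOW versus HIGH. These 2 genes became 180, 1239 and 1662 without HIGH replicates 1, 2 and 3, and 1 to 3 without a CON or LOW library. Unadjusted, GC content with all 9 libraries gave 2321 and 1667 lncRNAs in CON versus HIGH and LOW versus HIGH and 122, 739 and 489 mRNAs. It passed 3 network comparisons and 1 of the apoptosis genes.

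Same-numbered replicates correlated, as deviations from group means, from 0.0955 to 0.245 for number 1, from -0.00693 to 0.00409 for number 2 and from 0.0741 to 0.253 for number 3. The number was left out of the main results because not all of these exceed 0.1, but a middle replicate gives r near 0 after centring, so pairing is not excluded. With the replicate number as a block, 2 lncRNAs were called in CON versus LOW and 0 in LOW versus HIGH (680 unadjusted), 2 mRNAs in LOW versus HIGH, 5 genes in CON versus HIGH and 4 gene lists. With block and GC content together, 0, 0 and 0 lncRNAs and 0 mRNAs in CON versus HIGH and LOW versus HIGH were called, and 1 transcript among the groups; unadjusted there were 1851 and 1298 lncRNAs in CON versus HIGH and LOW versus HIGH and 137, 521 and 353 mRNAs.

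No filter gave 2, 4 and 2 lncRNAs, 5 mRNAs in CON versus HIGH, 3 genes in LOW versus HIGH, and 23 transcripts and 7 genes among the groups. FPKM of 1 or more in 3 libraries gave 1, 1 and 0 lncRNAs, 0 mRNAs in LOW versus HIGH and 6 transcripts, with 18, 32 and 24 lncRNAs and 31, 97 and 121 mRNAs unadjusted. A pseudocount of 1 gave 5 and 3 mRNAs in CON versus HIGH and LOW versus HIGH and 2 lncRNAs in LOW versus HIGH, with 12, 16 and 23 lncRNAs and 24, 56 and 74 mRNAs unadjusted. With only the 2 groups compared, 0 genes (210 unadjusted) and 5 genes were called in CON versus LOW and LOW versus HIGH, 1 and 4 lncRNAs in CON versus HIGH and LOW versus HIGH, and 3 mRNAs in LOW versus HIGH. Small RNA share as a covariate gave 6 mRNAs in CON versus LOW, 0 lncRNAs in LOW versus HIGH (468 unadjusted) and 132 mRNAs unadjusted there. FPKM without scaling called 2 genes in LOW versus HIGH. Clustering by gene FPKM gave -0.000327 and camera 10 lists. The correlations of Table S9 on 1 scale passed in 0 pairs (2 unadjusted), with a median r of -0.0845; it was 0.811 without the 2 libraries farthest from the median and 0.926 for deviations from group means. With FPKM as deposited, the folds of CON were 0.752 in LOW for ENSOART00000027739 and 0.787 in LOW and 0.989 in HIGH for ENSOART00000027572, in place of 1.14, 1.13 and 1.21.

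The 9 fits that each left out 1 library gave from 1 to 3, 1 to 4 and 0 to 3 lncRNAs, 1 to 7, 2 to 7 and 1 to 6 mRNAs and 0 to 4, 2 to 7 and 1 to 3 genes; unadjusted, 202 to 346, 277 to 1635 and 388 to 828 lncRNAs and 82 to 105, 108 to 503 and 143 to 493 mRNAs. Both 1635 and 503 came without CON replicate 1, and 828 and 493 without HIGH replicate 3. Among the groups there were 11 to 27 transcripts and 2 to 6 genes, from 3 to 7 gene lists (3 without each CON replicate, LOW replicate 3 or HIGH replicate 1), and 0 comparisons each of qRT-PCR lncRNAs, network mRNAs and apoptosis genes. The clustering difference ran from -0.00542 to 0.0117; it was -0.00293, -0.00431 and -0.00542 without LOW replicates 1, 2 and 3, -0.00542 without HIGH replicate 1 and -0.00226 without HIGH replicate 2. Range of levels: 0.0154 to 0.0353; mRNA minus lncRNA: 0.435 to 0.440; median r of Table S9: 0.860 to 0.904, a range added after the data were seen.

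Of the unadjusted lncRNAs, 45.4%, 23.3% and 23.6% were higher in the first-named group, and 55.1%, 27.9% and 27.5% of the mRNAs. DESeq2 on all libraries moved this to 65.7% and 43.5% for lncRNA in CON versus LOW and CON versus HIGH and to 57.6% and 41.1% for mRNA in CON versus HIGH and LOW versus HIGH; FPKM without scaling gave 42.3% for mRNA in CON versus HIGH. Small RNA share as a covariate gave 46.1% and 51.3% for lncRNA and 54.6% and 50.8% for mRNA in CON versus HIGH and LOW versus HIGH, and GC content 5.17% and 8.58% for lncRNA there. In CON versus LOW, the lncRNA share was 31.8% without CON replicate 1 and 71.4% without CON replicate 3. In CON versus HIGH it was 6.79% and 44.4% without these, and the mRNA share was 44.4% without CON replicate 3 and 44.2% without HIGH replicate 1. In LOW versus HIGH, 35.4% of lncRNAs and 44.8% of mRNAs were higher in LOW without HIGH replicate 1. Without scaling, the median log2 fold change over transcripts was 0.09, -0.05 and -0.13 in place of -0.03, -0.15 and -0.12; with small RNA share it was -0.07, -0.04 and 0.03, and with GC content -0.07, -0.26 and -0.20. The unadjusted excess toward HIGH therefore depends on these settings.

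Not run were the strict filter and DESeq2 for genes and gene lists, because the gene count table was not used, and the correlations of network mRNAs with lncGDAR.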

Differences from the paper's values

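The edgeR exact test, pseudocount 1, the small RNA share and FPKM without scaling were chosen only after the data were seen.

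The paper's methods call differential expression at an adjusted p-value, but its lists run to an unadjusted p-value of just under 0.05. At an adjusted p-value, limma with BH adjustment called 4 lncRNAs in CON versus LOW, 2 in CON versus HIGH and 1 in LOW versus HIGH. The paper's totals of 1108, 1049 and 1144 are thus at a looser threshold. Of these, 64, 48 and 131 have an adjusted p-value under 0.05 in the paper's own lists. For mRNA limma called 3, 3 and 1. The paper's totals are 480, 528 and 584, of which 35, 41 and 48 have an adjusted p-value under 0.05 in its lists. None of the alternatives set before the data were examined closed the gap to the paper's totals at an adjusted p-value. With DESeq2 on all 9 libraries the lncRNAs were 203, 159 and 272, and with DESeq2 on 2 groups without a filter 178, 210 and 416. Both lie above the paper's 64, 48 and 131.

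At an unadjusted p-value, limma gave 207 lncRNAs in CON versus LOW (94 up and 113 down) against the paper's 1108 (the paper's 763 and 345), and no alternative set beforehand closed the gap. In CON versus HIGH it gave 360 (84 up and 276 down) against the paper's 1049 (593 and 456 in the paper). The number down came within 1.5 times the paper's with no filter (322), the replicate block (442), DESeq2 on 2 groups without a filter (340) and without HIGH replicate 3 (506); for the total and the number up no alternative set beforehand did. In LOW versus HIGH it gave 470 (111 up and 359 down) against the paper's 1144 (420 and 724 in the paper). The total came within 1.5 times with GC content (1667), block and GC content (1298), without HIGH replicate 3 (828) and with DESeq2 on 2 groups (1148). DESeq2 on 2 groups also did so for the number up (281) and down (867), and the number down further with the block (552), without HIGH replicate 3 (651) and with DESeq2 on all libraries (510).

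For mRNA at an unadjusted p-value there were 78 in CON versus LOW (43 up and 35 down) against the paper's 480 (285 and 195 in the paper); DESeq2 on 2 groups closed the gap of the number up (190), and no alternative set beforehand that of the total or the number down. In CON versus HIGH there were 172 (48 up and 124 down) against the paper's 528 (306 and 222 in the paper). The total was within 1.5 times with GC content (739), block and GC content (521), without CON replicate 1 (503), without HIGH replicate 3 (408) and with DESeq2 on 2 groups (462). The last gave 264 up and 198 down, and the number down also came close with the block (154) and without HIGH replicate 3 (319). In LOW versus HIGH there were 218 (60 up and 158 down) against the paper's 584 (291 and 293 in the paper). The total was within 1.5 times with GC content (489), without HIGH replicate 3 (493) and with DESeq2 on 2 groups (519). DESeq2 on 2 groups gave 220 up and 299 down, and the number down was also within 1.5 times with GC content (395), block and GC content (261) and without HIGH replicate 3 (400).

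The edgeR exact test on 2 groups, on the estimated counts without a filter and at an unadjusted p-value, was chosen after seeing the values and reached the paper's numbers: 1083 lncRNAs (749 up and 334 down), 1018 (580 and 438) and 1119 (413 and 706), and 410 mRNAs (247 and 163), 446 (264 and 182) and 505 (253 and 252). It called 1107, 1045 and 1142 of the transcripts in Tables S3 to S5 and 477, 525 and 582 of those in Tables S6 to S8, with a largest difference in log2 fold change of 0.000621 from the paper's. Of the paper's transcripts, 64, 48 and 131 lncRNAs and 35, 41 and 48 mRNAs have an adjusted p-value under 0.05 in the paper's own tables.

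For the pairs of Table S9 the median Pearson r was 0.858 with FPKM as deposited, against the paper's 0.960. Deviations from group means, set before the data were examined, gave 0.926, log2(FPKM + 1) gave 0.855, and 0.811 was found without the 2 libraries farthest from the median. None of these alternatives closed the gap.

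Fold changes against CON on the common scale differ from the RNA-seq bars of Fig. 5 for 4 values; the errors of the figure are SEM. ENSOART00000027739 in HIGH was 2.22 (SD 0.929) against the paper's value of about 0.79 in Fig. 5, read by eye. ENSOART00000027984 was 9.44 in LOW (SD 6.68) against about 0.63 in Fig. 5, read by eye, and 2.05 in HIGH (SD 0.547) against about 0.01 in Fig. 5, read by eye. ENSOART00000027572 in HIGH was 1.21 (SD 0.0893) against about 0.69 in Fig. 5, read by eye. Of the alternatives set before the data were examined, group means of FPKM as deposited gave 0.989 for ENSOART00000027572 in HIGH, within 1.5 times the bar. For ENSOART00000027739 in HIGH they gave 1.83, still above CON and over 1.5 times the bar, though within the SD of 1.12. They did not close the gap for ENSOART00000027984 (7.20 in LOW and 1.87 in HIGH).

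The bars of RNA-seq and of qRT-PCR in Fig. 5 lie below CON in HIGH for each of the 3 annotated lncRNAs, whereas the folds computed here on the common scale, 2.22, 2.05 and 1.21, lie above CON. For ENSOART00000027572 the fold as deposited, 0.989, lies below.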

Other observations

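The tests of the count table, of small RNA share, of glucose group on the main axis, of TXNIP, of the glycolysis list, of the overlapping locus and of the library factor in Table S9 were chosen only after the results were seen; the counts of splits, GC content, depth and the other transcripts of the genes in Tables S6 to S8 were written before.

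Numbers of calls were compared with those from other splits of the same libraries. For CON versus LOW, CON versus HIGH and LOW versus HIGH, 1, 5 and 7 of the 10 splits gave as many lncRNAs at an adjusted p-value, 1, 3 and 6 as many mRNAs and 3, 2 and 4 as many genes. At an unadjusted p-value 9, 4 and 2 of 10 did so for lncRNA and 6, 2 and 1 for mRNA, and with the edgeR exact test 7, 9 and 3 for lncRNA and 6, 5 and 2 for mRNA. A design of 3 against 3 cannot give a share under 0.1, so glucose and the accident of grouping cannot be told apart from these counts. Over the 3 groups, 35 of 100 drawn splits gave as many transcripts as the 15 observed and 17 of 100 as many genes as the 3 observed, at which rate the group labels add little to what other groupings of these libraries give. On simulated data with groups of this size, transcripts changed 4-fold were called. That simulation had a dispersion of 0.05 and no axis shared by libraries, so it does not give the power in these data.

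The libraries spread along 1 main axis, which holds 53.8% of the variance over 10837 transcripts. Of this spread, 74.1% lies within the glucose groups, which argues against glucose as its whole source. The axis follows the share of small RNA in each library: r was -0.861 for its share of all FPKM (permutation p 0.000978, rho -0.917, -0.784 without the 2 farthest libraries, -0.824 within groups, n = 9) and -0.846 for its share of the FPKM outside lncRNA (p 0.00250, rho -0.867, -0.613, -0.859). GC content (r -0.430, p 0.247) and depth (r 0.235, p 0.542) remain open with 9 libraries. Without the 2 farthest libraries their r was 0.177 and 0.0668. Within groups their r was -0.848 and 0.650, for GC content about as strong as that of small RNA. The number of lncRNA transcripts detected also followed the axis (r 0.852, permutation p 0.00518, 0.939 within groups). RNA composition at library preparation is a candidate source of the spread. Neither GC content nor the number of lncRNAs detected is separated from it within groups. A change of small RNA in the cells was not tested. The axis also falls from replicate 1 to 3 in each group (0.344, -0.0639 and -0.632 in CON, -0.0200, -0.156 and -0.193 in LOW, 0.567, 0.281 and -0.127 in HIGH), so an effect tied to replicate number, such as processing order, stays open and was not tested.

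With library GC content as a covariate, 2294 genes differed among the 3 groups, and 1 of 100 splits, the real one, gave as many. The number fell to 2 to 7 without any 1 of the CON or LOW libraries (2 without CON replicate 3) and was 1991, 2116 and 3104 without HIGH replicates 2, 1 and 3, and the block with GC content gave 3. In CON versus HIGH, 2435 of 2545 called genes were higher in HIGH; 1 gene was called without CON replicate 3, 875 without CON replicate 2 and 1683 to 3048 in the other 7 fits that each left out 1 library. The number among the 3 groups thus depends on single libraries, that in CON versus HIGH mainly on CON replicate 3, and the shift may be an artefact of the adjustment; the count of splits does not separate that from glucose, since GC content was highest on average in HIGH.

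Totals of the count table exceed the reads sequenced. For 100% of the transcripts examined in the library with the lowest share, the count lies within 3 percent of FPKM times span times a factor, the value that rescaled FPKM would give. Transcripts with long introns thus carry large counts from few fragments. On these counts DESeq2 called 203 lncRNAs in CON versus LOW and edgeR's quasi-likelihood test 1.

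In Tables S6 to S8, other transcripts of the same gene moved the opposite way for 81.1%, 68.3% and 65.2% of the genes with several transcripts (103 of 127, 82 of 120 and 90 of 138; binomial p 7.46e-13, 7.29e-05 and 0.000441, two-sided over genes as a description). The median size of the log2 fold change was 2.49, 2.48 and 2.23 for the transcript and 0.18, 0.26 and 0.28 for the gene. Of the lncRNAs in Tables S3 to S5, 93.3%, 92.9% and 92.7% are listed at 0 in every library of 1 group, as are 79.6%, 81.8% and 80.3% of the mRNAs. Among the calls by limma, 23 of 25 in genes with several transcripts had a gene change below 1. Reads assigned to another transcript of the same gene are a candidate explanation for the mRNA transcripts that could be compared with others of their gene, 127 of 412, 120 of 449 and 138 of 506 in Tables S6 to S8. The remaining changes stay open; 297 of 480, 338 of 528 and 361 of 584 entries of these tables have a highest group FPKM below 0.1. A switch of transcripts in the cells was not tested.

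Of 24 tests of gene lists, 6 passed at an adjusted p-value in fry, and 2 of 100 splits gave as many. The genes induced by glucose were lower in CON than in LOW (median -1.27, adjusted p 5.05e-06) and HIGH (-1.34, 5.05e-06), 2 of 2 genes, and LOW versus HIGH gave -0.08 (0.723). ARRDC4 (18:7884509-7890714) had FPKM of 14.7 in CON (SD 2.81), 30.6 in LOW (SD 3.46) and 37.5 in HIGH (SD 9.16). Its log2 fold changes were -1.16 and -1.42 (limma adjusted p 0.932 and 0.236 over all genes, 0.00146 and 0.000425 over the glucose genes alone). Of the 7 glucose genes, ASNS, DDIT3, HSPA5, SLC2A1 and HK2 passed in no comparison over these genes alone. The lowest limma adjusted p among them was 0.196, for HK2 in LOW versus HIGH. The glycolysis list was lower in CON than in HIGH (median -0.33, adjusted p 0.00489, 3 of 19 genes higher in CON); with the small RNA share as a covariate its adjusted p was 0.000962, and over the alternatives it ranged from 0.000322 to 0.0352, the latter without CON replicate 3. With that covariate the median was -0.19 in place of -0.33, so the difference was smaller but remained. In CON versus LOW the glycolysis list had a median of -0.12 and did not pass in fry (adjusted p 0.140). It did pass there with the small RNA share (0.00533). A lower expression of glycolysis genes without glucose may be a response of the cells, but in the main fit it passed against HIGH and not against LOW. In LOW versus HIGH (-0.15, 0.0457) the adjusted p of the glycolysis list was 0.1103 with camera (0.00222 to 0.159 over the alternatives). Of the fits with 1 library left out, the list passed there in that without HIGH replicate 3. Steroidogenesis genes were higher in CON than in LOW (0.13, 0.0415) and HIGH (0.11, 0.0301). The adjusted p-values were 0.129 and 0.136 with small RNA share (from 0.0282 and 0.0203 with camera up to these). With the replicate number as a block they were 0.0545 and 0.0503, so neither passed. Both also failed without CON replicates 1, 2 or 3, LOW replicate 3, or HIGH replicates 1 or 3. Adjusted p-values for starvation stress were 0.990, 0.327 and 0.327, and for proliferation 0.660, 0.820 and 0.438. The proliferation list had median log2 fold changes of -0.11, 0.10 and 0.21. Of its 19 genes, 1, 14 and 16 were higher in the first-named group. By these medians the list lay highest in LOW, but it passed in no comparison in fry. With camera, proliferation had 0.0439, 0.0439 and 0.000356, p53 signaling 0.0495 in CON versus HIGH and glycolysis 0.0283 in CON versus LOW. Without HIGH replicate 3, fry gave proliferation 0.0423 in CON versus HIGH and 0.00893 in LOW versus HIGH, and glycolysis 0.0288 in CON versus LOW. Over the alternatives, the adjusted p-value for proliferation ranged from 0.0439 to 0.946, from 0.0423 to 0.9999 and from 0.000356 to 0.907, that of p53 signaling in CON versus HIGH from 0.0495 to 0.582, and that of glycolysis in CON versus LOW from 0.00533 to 0.348.

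BCL2 and BCL9, measured in Figure 1 in another experiment, were looked up in the sequenced libraries. Neither passed the limma BH adjustment in any of the 3 comparisons, over all genes or over the apoptosis genes alone. Unadjusted, BCL2 passed in CON versus LOW (-0.55, SE 0.23, p 0.0434, adjusted 1.00) and BCL9 in CON versus HIGH (-0.89, SE 0.37, p 0.0412, adjusted 0.687) and LOW versus HIGH (-0.90, p 0.0390, adjusted 0.675). BCL2 had FPKM of 0.5997 in CON (SD 0.165), 0.846 in LOW (SD 0.0782) and 0.7999 in HIGH (SD 0.0939), and BCL9 had 9.31 (SD 4.84), 7.86 (SD 0.978) and 15.3 (SD 4.73), n = 3 each.

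ENSOARG00000008115 (21:49743059-49748737) was listed at 0 in CON and LOW and at 3.15, 3.88 and 5.83 in HIGH. It overlaps XLOC_121427 (21:49748196-49748890), which in 5 of the 6 libraries at 0 lay above its highest level in HIGH, 4.29; in CON replicate 1 it was 0.163. Glucose and an assignment of reads to the overlapping locus cannot be told apart, because 1 of the 6 libraries goes against the assignment.

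For Table S9, the median size of r was 0.871 with FPKM as deposited and 0.122 with genes without a symbol on the scale of the others. The mRNAs of the pairs follow the separate library factor with a median size of r of 0.747, against 0.463 over 8539 named genes. A library factor shared by the 2 unnamed lncRNA genes of these pairs is thus a candidate source of these correlations. The p-values of the table imply 15 samples, and 9 libraries were sequenced.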
